# IL-3 and Oncogenic Abl Regulate the Myeloblast Transcriptome by Altering mRNA Stability

**DOI:** 10.1371/journal.pone.0007469

**Published:** 2009-10-15

**Authors:** Jason Ernst, Louis Ghanem, Ziv Bar-Joseph, Michael McNamara, Jason Brown, Richard A. Steinman

## Abstract

The growth factor interleukin-3 (IL-3) promotes the survival and growth of multipotent hematopoietic progenitors and stimulates myelopoiesis. It has also been reported to oppose terminal granulopoiesis and to support leukemic cell growth through autocrine or paracrine mechanisms. The degree to which IL-3 acts at the posttranscriptional level is largely unknown. We have conducted global mRNA decay profiling and bioinformatic analyses in 32Dcl3 myeloblasts indicating that IL-3 caused immediate early stabilization of hundreds of transcripts in pathways relevant to myeloblast function. Stabilized transcripts were enriched for AU-Response elements (AREs), and an ARE-containing domain from the interleukin-6 (IL-6) 3′-UTR rendered a heterologous gene responsive to IL-3-mediated transcript stabilization. Many IL-3-stabilized transcripts had been associated with leukemic transformation. Deregulated Abl kinase shared with IL-3 the ability to delay turnover of transcripts involved in proliferation or differentiation blockade, relying, in part, on signaling through the Mek/Erk pathway. These findings support a model of IL-3 action through mRNA stability control and suggest that aberrant stabilization of an mRNA network linked to IL-3 contributes to leukemic cell growth.

## Introduction

The growth factor Interleukin-3 (IL-3) is a pleiotropic cytokine protein that promotes the survival and proliferation of multipotent hematopoietic progenitors, and stimulates the development of multiple hematopoietic lineages. While IL-3 supports early myelopoiesis, it opposes terminal granulocytic differentiation. We and others have shown that IL-3 prevents execution of the G-CSF differentiation program in the murine 32Dcl3 model of granulopoiesis [1]–[3]; IL-3 also opposes terminal granulocytic differentiation of normal human myeloid precursor cells [4], [5].

Heightened expression of hematopoietic growth factors such as IL-3 could support leukemia progression through an autocrine mechanism. High expression of the IL-3 receptor has been noted in leukemic blasts [6] and correlates with enhanced cycling of blasts and poor patient oucomes [7]. IL-3 is frequently expressed by leukemic myeloblasts [8] and can promote clonogenicity of primary blasts [9]. IL-3 production by imatinib resistant CML blasts can render other leukemic blast cells resistant through paracrine stimulation [10]. In one experimental leukemic model, downregulation of an IL-3 autocrine loop decreased leukemogenicity [11].

While most investigations of the action of hematopoietic cytokines such as IL-3 have focused on cytokine signal transduction leading to transcriptional activation (reviewed in [12]), limited evidence suggests that the cellular response to IL-3 cytokine stimulation also involves posttranscriptional mechanisms. Matsui et. al. [13] have reported that Bim-mediated apoptosis is prevented in an IL-3- dependent B-cell line by IL-3-mediated decay of Bim transcript. In addition, IL-3 was shown to increase mRNA stability of its own receptor subunit in mature eosinophils [14]. We sought to determine whether proliferating myeloblasts expressed a distinct profile of mRNA half-lives that was controlled by hematopoietic cytokines such as IL-3.

The regulation of mRNA turnover often occurs via the 3′-untranslated region (3′-UTR) at AU-rich elements (ARE's) that are recognized and competitively bound by RNA-binding proteins that stabilize or destabilize the transcripts. Roughly 4000 genes are known to contain these elements and consist primarily of short-lived transcripts. Three classes of AU-rich sequences have been described including those with single or noncontinuous canonical UUAUUUAWW motifs (Class I), those containing overlapping or continuous copies of the motif (Class II), and a 3^rd^ class of U-rich sequences lacking that the AU-motif (Class III) [15]–[17].

Coordinate stabilization of multiple mRNAs allows coherent cellular responses to external stimuli. Several studies indicate that mRNAs in the same pathways share similar decay kinetics and could share overlapping stability control pathways [18]. For instance, interferon gamma synchronously increases expression of proinflammatory molecules via mRNA stabilization [19]. The coordinate stabilization of multiple transcripts has also been reported upon T-cell activation [20] and during muscle and neuronal differentiation [21], [22]. However, no systematic analysis of mRNA turnover in myeloblasts exposed to proliferative hematopoietic cytokines has been performed. Better understanding of the control of mRNA metabolism in myeloblasts could illuminate posttranscriptional defects that occur in myeloproliferative disorders or myeloid leukemias.

As a model for studying hematopoietic cytokine regulation of mRNA turnover, we have used the murine myeloblast cell line 32Dcl3. These nonleukemic, diploid cells are IL-3-dependent for proliferation and survival and differentiate into functional neutrophils when IL-3 is replaced by G-CSF in culture [23]. 32Dcl3 cells have frequently been used to analyze molecular components of cytokine signaling pathways [24]–[26].

We have previously reported that 32Dcl3 myeloblasts growing in IL-3 express high basal levels of p21WAF1 mRNA and protein, and that p21 inhibits the neutrophilic differentiation of these cells [27]. Because reports in nonhematopoietic cells have demonstrated that p21 transcript turnover changed in response to cellular stress, growth factors and differentiation stimuli, we posited that IL-3 induction of p21 could reflect mRNA stabilization. In this report, we demonstrate that p21 is just one of many transcripts that are stabilized by IL-3. Of note, IL-3 stabilized these mRNAs without the need for IL-3- mediated transcription because IL-3 was added after transcriptional blockade. These posttranscriptionally regulated mRNAs are functionally coordinated, mapping to several key pathways characteristic of the myeloblast phenotype. In particular, IL-3 opposed the decay of transcripts related to cell cycling. Bioinformatic analysis indicated enrichment of AU-rich sequences in the 3′ UTR of transcripts stabilized by IL-3. These findings support a model in which IL-3 supports myeloblast growth through signals that encroach on shared 3′-UTR motifs in a substantial portion of the transcriptome.

Oncoproteins such as v-Abl can render 32D myeloblasts IL-3-independent for growth. Activated Abl kinase has been shown to overlap with IL-3 in its activation of downstream signals [28]. We sought to determine whether v-Abl kinase activity could mimick IL-3 in controlling the rate of decay of transcripts linked to myeloblast growth and survival. Results indicated that Abl kinase slowed the decay of select transcripts, similar to IL-3.

## Results

### p21 as a model for posttranscriptional control by IL-3

In the 32Dcl3 myeloblast model, IL-3 supports proliferation and survival and inhibits cellular differentiation. If IL-3 coordinates this phenotype in part through stabilizing mRNAs, then a subset of transcripts linked to these functions will decay slower in IL-3 than when IL-3 is withdrawn or replaced with the differentiating cytokine G-CSF. Figure 1 demonstrates that p21 mRNA levels decrease when cells are switched from IL-3 to G-CSF (Figure 1A). In order to determine whether cytokine exposure directly affected transcription of p21, 32Dcl3 cells were stably transfected with an EGFP reporter driven by the p21 promoter. Cell were washed, resuspended in IL-3 or G-CSF, and EGFP fluorescence was measured two days later using flow cytometry. EGFP expression varied by less than 10% between culture conditions, indicating a minimal effect of IL-3 on p21 transcription and bolstering a posttranscriptional basis for differences in p21 mRNA levels (Figure 1B). Actinomycin D chase experiments confirmed that the half-life of p21 in physiologic [29] (1 ng/ml) IL-3 was roughly 3.5 times longer than when cells were maintained in IL-3 –deficient (0.01 ng/ml) medium or in G-CSF (Figure 1C). Furthermore, the addition of IL-3 to cells cultured overnight in G-CSF restored p21 stability. Stably transfected 32Dcl3 cells harboring exogenous human p21 cDNA lacking the 3′-UTR (untranslated region) exhibited increased stability that did not change significantly in IL-3-deficient medium. In contrast, the mRNA signal corresponding to endogenous p21 bearing the full-length 3′-UTR was markedly less stable in IL-3-deficient medium than with physiologic IL-3 (Figure 1D). Having shown that IL-3 upregulated p21 mRNA by increasing it's stability in 32Dcl3 mouse myeloblasts, we determined whether human p21 was also subject to similar regulation. Full-length human p21 (including untranslated regions) cDNA was stably transfected into 32Dcl3 cells. The decay of exogenous human p21 and endogenous mouse p21 transcripts were detected using species-specific probes on Northern blots of Actinomycin D chase experiments (1E). IL-3 stabilized transcripts of either species similarly. This indicated that enhanced expression of p21 in 32Dcl3 myeloblasts reflected a longer p21 mRNA half-life due to IL-3 that was dependent on the 3′-UTR of the p21 transcript.

**Figure 1:**
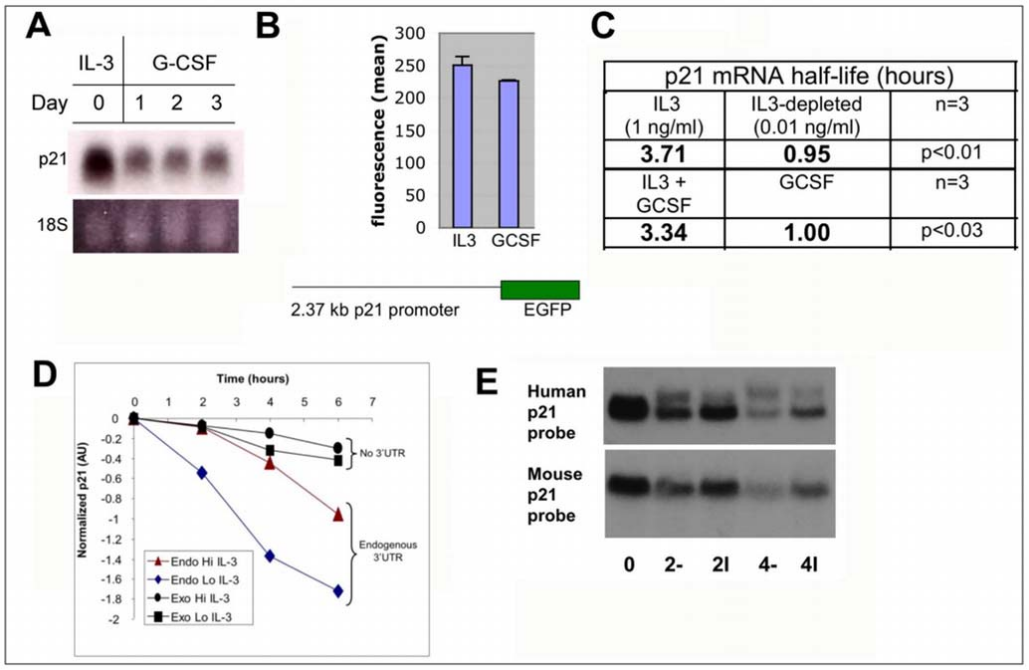
Posttranscriptional p21 mRNA regulation by IL-3. A) *Downregulation of p21 mRNA in differentiating myeloblasts*. Northern blot analysis of total RNA from 32Dcl3 cells propagating in IL-3 (1 ng/mL) or following treatment with G-CSF (100 ng/mL) for indicated times. Cells remained viable over this time course. RNA harvested daily was probed with ^32^P-labeled murine p21 cDNA. Ethidium bromide stained 18S RNA is provided as a loading control. B) *Comparable p21 promoter activity in proliferating and differentiating myeloblasts*. 32Dcl3 cells stably transfected with EGFP driven by the murine p21 promoter were washed and either resuspended in IL-3 containing medium (1 ng/ml) or in G-CSF-containing medium (30 ng/ml) and EGFP expression measured 48 hours later by flow cytometry. Experiment was done twice with triplicate determinations. C) *IL-3 stabilizes p21 mRNA*. The half-life of p21 under indicated conditions was determined as described in Materials and Methods. p21 signals normalized against GAPDH on autoradiograms were plotted and mean decay rate of 3 independent experiments were determined. GAPDH remains stable under these conditions (Supplemental Table S1). D) *IL-3-regulated turnover requires 3-UTR*. Cells were stably transfected with p21 lacking UTR sequences, and decay of endogenous p21 (endo) compared to exogenous p21 (exo) cDNA was measured in chase experiments as above. E) *Comparable decay of human and murine p21*. Stable transfectants containing human p21 mRNA including the full-length 3′-UTR were exposed to medium with (+) or without (−) IL-3 for 2 or 4 hours after Actinomycin D as indicated, and mRNA blotted.

### IL-3 stabilizes a network of transcripts involved in cell cycling

We have previously demonstrated that specific RNAi-mediated downmodulation of p21 accelerated granulocytic differentiation in the 32Dcl3 cell line [27], indicating a differentiation-suppressive role for p21 in these myeloblasts. The posttranscriptional stabilization of p21 by IL-3 (noted above) could contribute to IL-3 blockade of 32Dcl3 cell differentiation. We therefore determined whether IL-3 altered the turnover of a number of transcripts linked to myeloblast growth or function, in addition to p21. In order to derive a global list of candidate IL-3 targets, we conducted kinetic microarrays [30] in which 32Dcl3 cells were washed free of IL-3, exposed to actinomycin D to stop transcription and then treated with either IL-3-replete or IL-3-deficient medium (Supplemental Figure S1). Cells were harvested 2 and 4 hours after cytokine re-addition and Affymetrix 430A-2.0 microarrays were run on samples harvested from each condition at 0, 2 and 4 hours. These time points were chosen to capture labile, cytokine-responsive transcripts within a temporal window in which cells were fully viable. 

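The kinetic experiment measured RNA of 32Dcl3 cells, a mouse myeloblast line that grows in IL-3, on 10 Affymetrix mouse 430A 2.0 arrays. In each of 2 experiments, 1 culture was divided into a 0 h sample and samples in high (1 ng/ml) or low (0.01 ng/ml) IL-3 at 2 h and 4 h. Each of the 5 groups held 2 arrays. Transcription was blocked with actinomycin D at 10 µg/ml. The sample labels differ among themselves: the titles give time 0 as after actinomycin D, and another label places the 0 h collection just before its addition. The paper counts 0 h from the addition of cytokine after actinomycin D, and the paper's times are used here. The values are probe set intensities on a linear scale that the authors normalized together with dChip, and they cover 22690 probe sets. The median intensity of an array lay between 48.8 and 70.6, and 11280 to 12155 probe sets per array reached an intensity of 50. Arrays of the same group in the 2 experiments had Pearson correlations of 0.942 to 0.965 across probe sets, which are not independent replicates. The 75th percentile of intensity was 499.8 and 399 at 0 h in experiments 1 and 2, 349 and 315 at 4 h in high IL-3, and 331 and 325 at 4 h in low IL-3. The area between the decay curves was recomputed from ratios to the 0 h array of the same experiment, with ratios of the high IL-3 curve above 1 set to 1. Its mean over both experiments is g_area. The g_score divides g_area by the variability between experiments of probe sets of like 0 h signal. Against the first part of Table S1, 8.81% of its 22690 probe sets, the recomputed g_score was 0.963 to 1.03 times the paper's score, with a median ratio of 1.01. Differences between groups were tested with limma on log2(intensity + 16), with the experiment as a block, over the 11856 probe sets with a mean intensity of at least 50. The adjusted p is the Benjamini-Hochberg value over these probe sets. A log2 difference is on this scale, which understates the change of dim probe sets. With 2 experiments, the p-values rest on the spread between 2 divided cultures. Half-lives were taken per experiment from the slope of the natural log of the ratio to 0 h over 2 h and 4 h. The tests, the alternatives, 25 gene lists and the rule for the genes named were fixed before the data were examined, except where stated. Over the 6792 genes taken with 1 probe set each, the median log2 change from 0 h to 4 h was -0.21 in low IL-3 and -0.16 in high IL-3. For low IL-3 it became 0.21 with the arrays scaled to a common 75th percentile and 0.09 with quantile normalization. Log2 changes of named genes from 0 h are therefore given relative to it.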

Two independent experiments were run. A series of analyses were conducted in order to rank-order probe sets by the degree to which IL-3 stabilized the corresponding transcripts (see Supplemental Methods S1).

To perform these analyses, a novel algorithm was developed. The degree to which IL-3 stabilized a transcript was denoted by the difference between the transcript's decay rate in cells exposed to IL-3 replete- versus IL-3-deficient medium. The algorithm begins by calculating the average area between the mRNA decay curve of each gene probe set in the presence of IL-3 and the decay curve of that probe set in IL-3-deficient medium (*g_area_*). The greater the value of *g_area_*, the larger the difference in transcript decay with and without IL-3 depletion. We then adjusted *g_area_* based on the time point 0 signal intensity to correct for the greater effect that noise would have on *g_area_* for probes with the lowest signal intensity (see Supplemental Methods S1). This adjustment led to a score for each probe set termed *g_score_*. Higher *g_score_* values were expected to correspond to increased transcript stabilization by IL-3 as manifested by a greater difference in the adjusted area between the decay curve in IL-3-replete and -deficient medium. We used our algorithm to rank order the 22,690 probe sets from those corresponding to transcripts that were the most-stabilized by IL-3 to those least-stabilized by IL-3 (See Supplemental Methods S1), as shown on scatter plots (Supplemental Figure S2).

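The highest g_scores belonged to Hbegf, which encodes an EGF-family growth factor, Pik3cd, the delta catalytic subunit of PI 3-kinase, the cytokine Il6 and Gch1, the first enzyme of tetrahydrobiopterin synthesis. By the probe set of rank 1, Hbegf signal at 4 h was 80.4% ± 20.4 of the 0 h value in high IL-3 and 21.7% ± 1.12 in low IL-3 (SD, n = 2 experiments). The log2 difference over both times was 1.57 (SE 0.11, adjusted p = 1.4e-06 from limma). The other Hbegf probe set differed by 1.66 (SE 0.14, adjusted p = 1.7e-05). Gch1 kept 62.8% ± 2.82 in high and 27.2% ± 1.15 in low IL-3 at 4 h, a log2 difference of 0.96 (SE 0.11, adjusted p = 3.8e-04). Il4, a second cytokine, was at 118% ± 8.05 of its 0 h signal in high IL-3 and at 44.1% ± 15.9 in low IL-3, with a log2 difference of 1.07 (SE 0.13, adjusted p = 8.8e-04). Timm17a, a subunit of the mitochondrial protein import machinery, kept 64.7% ± 0.0606 and 32.7% ± 6.17, and its log2 difference was 0.72 (SE 0.09, adjusted p = 8.8e-04). Xiap, an inhibitor of caspases, kept 41.0% ± 9.34 and 17.8% ± 6.78. Its log2 difference was 1.09 (SE 0.13, adjusted p = 8.8e-04). The 15 probe sets with the highest g_score stood for 13 genes, and each of the 15 was higher in high than in low IL-3 in all 4 pairs of arrays of the same experiment and time. All 15 passed limma, with log2 differences from 0.72 to 1.66. The 15 were chosen by g_score on these same arrays, so that neither count is independent evidence of direction. Xiap and Gch1 rest on 1 probe set each. The others of Xiap that were tested had log2 differences of -0.24 (adjusted p = 0.26) and -0.18 (0.78), and the other of Gch1 had 0.40 (0.29). None of the 15 passed without the experiment as a block. The adjusted p was then 0.075 for the first Hbegf probe set (range 9.6e-08 to 0.075 over the alternatives) and 0.10 for the other (1.4e-06 to 0.10). It was 0.52 for Il6 (2.9e-07 to 0.52), 0.58 for Il4 (3.3e-04 to 0.58), 0.82 for Timm17a (2.6e-04 to 0.82) and 1 for the rest.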

Confidence in the rank-ordered list was bolstered by the identification of p21 as a strongly stabilized transcript. 

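Cdkn1a encodes p21, an inhibitor of cyclin-dependent kinases, and a pair of probe sets with g_scores of 3.08 and 2.94 measured it. The brighter one had a 0 h intensity of 2830 ± 239 (SD, n = 2 experiments). It kept 62.9% ± 13.1 of this signal in high IL-3 and 40.6% ± 14.3 in low IL-3 at 2 h, and 40.8% ± 10.7 and 21.6% ± 1.98 at 4 h. The log2 difference was 0.77 (SE 0.10, adjusted p = 8.8e-04 from limma), in 4 of 4 pairs of arrays. Its half-life was 3.18 h ± 1.02 in high IL-3 and 1.75 h ± 0.238 in low IL-3. The dimmer one (0 h intensity 489 ± 205) had a log2 difference of 0.68 in 4 of 4 pairs but did not pass the test (SE 0.16, adjusted p = 0.068). Its rank by g_score was 17, and it was 236 from experiment 2 alone and 19 from experiment 1 alone. The brighter probe set lost its call without the trend of the variance on signal (adjusted p = 0.079) and without the experiment as a block (1), over a range of 4.0e-05 to 1 across the alternatives. The dimmer one passed with the arrays scaled to Gapdh (0.029) or, chosen after seeing the data, to the ribosomal protein probe sets (0.046). It also passed without the 0 h array of experiment 1 (0.012) or 2 (0.011) and without the high IL-3 array of experiment 2 at 2 h (0.032) or 4 h (0.039), over a range of 0.011 to 1.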

Out of the 22,690 probe sets on the microarray, the two probes corresponding to p21 occupied the 14^th^-most and 17^th^-most stabilized positions. The probesets included on microarrays used for these studies represent 13,486 unique transcripts based on Entrez gene ID's. 

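Averaged over the probe sets of a gene, the highest g_scores were those of Hbegf (mean g_score 5.05), Il6 (3.93), Yrdc (3.72), 4921524J17Rik (3.60), Pik3cd (3.39), Il4 (3.34), Eef1e1 (3.32), Timm17a (3.32), Mphosph6 (3.01) and Cdkn1a (3.01). Yrdc, an enzyme of tRNA modification, kept 50.2% ± 19.0 of its 0 h signal in high IL-3 and 22.3% ± 6.84 in low IL-3 at 4 h (SD, n = 2 experiments). Its log2 difference was 1.02 (SE 0.13, adjusted p = 8.8e-04 from limma). Eef1e1, a scaffold protein of the multi-tRNA synthetase complex, kept 40.7% ± 4.96 and 20.9% ± 4.33, with a log2 difference of 0.77 (SE 0.11, adjusted p = 0.0017). Mphosph6, a protein of the nuclear exosome, kept 37.5% ± 7.04 and 20.1% ± 3.04, with a log2 difference of 0.78 (SE 0.13, adjusted p = 0.0094). The uncharacterized transcript 4921524J17Rik kept 36.9% ± 7.11 and 18.3% ± 5.68, with a log2 difference of 1.02 (SE 0.14, adjusted p = 0.0015). In the annotation used here, 20393 probe sets name 1 gene, 691 name several and 1606 have no gene listed. The first of these name 12394 genes. Without the trend of the variance on signal, the adjusted p was 0.059 for Yrdc (range 3.7e-05 to 1 over the alternatives), 0.064 for 4921524J17Rik (2.1e-04 to 1), 0.087 for Eef1e1 (2.3e-04 to 1) and 0.11 for Mphosph6 (0.0029 to 1). Each reached 1 without the experiment as a block. Mphosph6 also lost its call with no filter on signal (0.077) and without the low IL-3 4 h array of experiment 1 (0.15).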

When ordered by unique transcript (i.e. averaging out probesets that recognize distinct portions of the transcript), p21 was the 10^th^-most stabilized transcript out of 13,486. The list of probesets arranged by IL-3-mediated stability is shown in Supplemental Table S1. A table of genes ranked from most- to least-stablized derived from taking the mean value for probesets annotated to the same gene is shown in Supplemental Table S2. The listings in both supplemental tables were in close agreement in the sense that we found either list would produce similar results in our downstream analysis.

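Positive mean g_areas were found for probe sets of 3784 named genes, among them the growth factor transcript Hbegf and the PI 3-kinase transcript Pik3cd. The area was positive in both experiments for 3034 of the 5290 probe sets, and 1326 had more signal in high than in low IL-3 in all 4 pairs of arrays. Among the top 1000 probe sets, which stand for 771 genes, these numbers were 963 and 673. Among the top 250 they were 248 and 230, and among the top 100 they were 100 and 96. The ranking was made on the same arrays, so that these numbers are not independent evidence of direction. Il3ra, the alpha subunit of the IL-3 receptor, had a g_score of -3.97, and its signal at 4 h was 147% ± 10.1 of the 0 h value in high IL-3 and 172% ± 31.2 in low IL-3 (SD, n = 2 experiments). Ratios above 1 were set to 1 in the high IL-3 curve alone, and this limit lowered the score. Csf2rb and Csf2rb2, which encode beta subunits, had g_scores of -0.03 and 0.13. The 5 probe sets of Bcl2l11, which encodes the pro-apoptotic protein Bim, had g_scores from -0.70 to -0.37. None of these genes passed limma, with log2 differences of -0.02 for Il3ra, 0.05 for Csf2rb, 0.06 for Csf2rb2 and -0.13 for the Bcl2l11 probe set bright enough to be tested. With the high and low IL-3 labels of all 4 pairs exchanged, 5320 probe sets had a positive g_area, 498 reached the g_score of rank 1000 and 12 reached that of rank 100. The exchange was added after the result was seen. It cannot decide whether the count of positive probe sets comes from noise. The median log2 difference between the doses was -0.01 after the normalization, which leaves like counts under real and exchanged labels with or without real differences. With the real labels, 17363 probe sets had a negative g_area. This number was 12217 with no limit on ratios above 1 and 11189 with the limit on both curves. The count of positive probe sets was 3001 with the arrays scaled to a common 75th percentile, 10457 with no limit on ratios above 1 and 9042 with the limit on both curves.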

The primary conclusion from this microarray analysis was that transcripts represented by 5290 probe sets were measured to decay slower in 1 ng/ml IL-3 than without it, with most of the total measured magnitude of stabilization occuring in the top 1000 probe sets (Table S1, Figure S2). 

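Averaged over 2 h and 4 h, 82 probe sets were higher in high than in low IL-3 at an adjusted p under 0.05 from limma, and 2 were lower. The 82 stand for 69 named genes and 2 probe sets without a single gene. Pdxp, which encodes a pyridoxal phosphate phosphatase, kept 34.5% ± 8.23 of its 0 h signal in high IL-3 and 13.4% ± 2.60 in low IL-3 at 4 h (SD, n = 2 experiments). Its log2 difference was 1.13 (SE 0.17, adjusted p = 0.0031). Gadd45a, a growth arrest and DNA damage-inducible gene, kept 43.3% ± 23.5 and 19.1% ± 4.54 and differed by 1.01 (SE 0.17, adjusted p = 0.0088). Cbwd1 kept 57.6% ± 13.7 and 20.1% ± 1.69 and differed by 0.99 (SE 0.14, adjusted p = 0.0017). The lower probe sets were those of Norad, a long noncoding RNA that binds Pumilio proteins, and of Thrap3, a protein of transcription and splicing complexes. At 4 h, Norad was at 43.1% ± 4.02 of 0 h in high and 58.3% ± 3.85 in low IL-3, and Thrap3, by the probe set that passed, at 54.8% ± 15.1 and 108% ± 6.51. Each rests on 1 probe set: the other of Norad had a log2 difference of -0.06 (adjusted p = 0.96) and the others of Thrap3 had -0.02 (0.97) and 0.27 (0.68). The median log2 difference of the 82 was 0.62, from 0.22 to 1.66, 81 of them were higher in all 4 pairs of arrays, and 81 had fallen by 4 h in low IL-3. The 82 were chosen on these arrays, so that the agreement of the pairs is not independent evidence. Pdxp lost its call without the trend of the variance on signal (adjusted p = 0.082), with no filter on signal (0.055) and without the low IL-3 4 h array of experiment 1 (0.12), over a range of 2.0e-04 to 1. Norad did so under the first 2 of these settings (0.16 and 0.063), with the 75th percentile scaling (0.066), without the experiment block (1) and without the array of high IL-3 at 4 h of experiment 1 (0.059) or 2 (0.11), low IL-3 at 2 h of experiment 1 (0.060) or 2 (0.17) or low IL-3 at 4 h of experiment 1 (0.15) or 2 (0.062), over a range of 0.011 to 1. Gadd45a did so under the same settings as Pdxp (0.10, 0.088 and 0.17) and without the low IL-3 4 h array of experiment 2 (0.062), over a range of 9.9e-04 to 1. Cbwd1 (9.9e-04 to 1) and Thrap3 (4.5e-04 to 1) did so without the experiment as a block. The 82 became 12 without the variance trend, 22 with no filter on signal, 54 with a filter at a mean intensity of 200, and 0 without the experiment as a block (162 at an unadjusted p under 0.05 from limma). They became 44 and 152 without the high IL-3 2 h array of experiment 1 or 2, and 40 and 32 without the high IL-3 4 h array of experiment 1 or 2. They became 30 without the low IL-3 2 h array of experiment 2, and 19 and 51 without the low IL-3 4 h array of experiment 1 or 2. The 2 lower became 7 and 5 without the high IL-3 2 h array of experiment 1 or 2. The paper's Discussion, which calls the number of transcripts slowed by IL-3 substantial, draws on Northern blots of selected ranked transcripts too. Here the paper reasons to the number of transcripts that IL-3 stabilizes. It starts from the number of probe sets with slower measured decay and the concentration of the stabilization in the top of the ranking.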

IL-3 was therefore concluded to stabilize hundreds of gene transcripts in 32Dcl3 myeloblasts.

In order to validate microarray-based rankings, Northern blotting for p21 and several other transcripts was conducted on extracts of cells from Actinomycin D chase experiments conducted in the presence or absence of IL-3 (Figure 2A). For each of seven independent experiments shown on Northern Blots, p21 was probed as a positive control and manifested a decay half-life of 3.6 hours in IL-3 and 1.5 hours without IL-3 on average (Figure 2B). 

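Gapdh, the glycolytic enzyme used as the loading control, had log2 differences between high and low IL-3 of -0.01, -0.01 and -0.03 by its 3 probe sets (adjusted p = 0.97, 0.97 and 0.91 from limma). Of 18 measured genes of glycolysis and other genes often used as controls, 0 were higher and 0 lower in high IL-3 by limma, with 1 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Tbp, the TATA-binding protein, had the largest difference in favour of high IL-3 at 0.31 (adjusted p = 0.41), and B2m, the light chain of MHC class I, had -0.08 (adjusted p = 0.65). Of the 18, 1 had a probe set in the top 1000 by g_score (adjusted p = 0.98, Fisher's exact test, one-sided), 0 from either experiment alone and 6 with no limit on ratios above 1 (0.0038), over a range of 0.0038 to 1. The list did not stand apart from other genes in limma's camera set test (adjusted p = 0.49), and the sign of its median changed with the scaling of the arrays. Without the high IL-3 2 h array of experiment 1, chosen after seeing the data, it lay towards lower values (0.0068).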

The probe sets for the loading control utilized, GAPDH, were at positions 10,018, 10,420, and 14,173 out of all queried probe sets and manifested minimal cytokine-dependent variation. It was evident in each case that IL-3 dramatically retarded the degradation of transcripts that otherwise occurs in the absence of this cytokine. In several cases transcripts were undetectable within 2 hours unless IL-3 was present. Results are plotted in Figure 2B. It is notable that the IL-3 stabilized transcripts shown on duplicate Northern Blots in Figure 2 have been associated with regulatory roles in normal or malignant hematopoiesis (Table 1).

**Figure 2:**
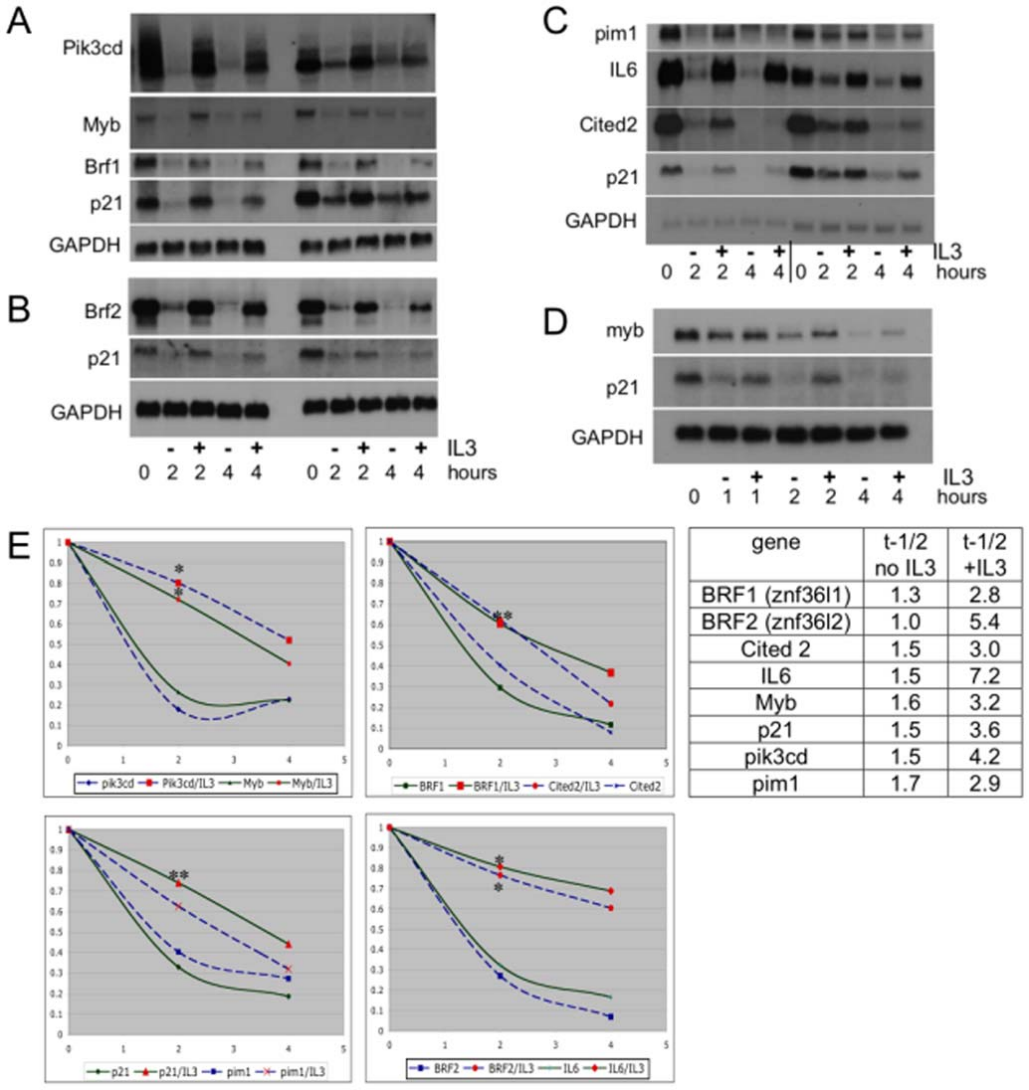
IL-3 regulated turnover of transcripts. *A–D. Northern Blots of IL-3 stabilized transcripts*. Northern blots of samples from one (*D)* or two independent experiments each (*A, B, C)*. RNAs were prepared from 32Dcl3 cells washed free of IL-3, transcriptionally arrested and then exposed to medium alone (−) or reexposed to 1 ng/ml IL-3 (+) for indicated times. Blots were probed with riboprobes prepared for transcripts selected from microarray-based rank listings. GAPDH expression is shown as a loading control. p21 is probed as a positive control in each of the 7 experiments. For each time point, lower expression of the sample lacking IL-3 (−) is evident. *E. left: Graphic representation of Northern blot results*. Decay curves are plotted from the data in *A–D* quantitated with Image J software. *p< = 0.05, **p<0.002 comparison of value with and without IL3. *right*: Transcript half-lives calculated as described in Methods for IL-3 positive and -negative conditions.

**Table 1:** Hematopoietic roles of validated IL-3 posttranscriptional targets.

Gene name	position in rank list	Notes	reference
Pik3cd (PI3-kinase delta)	3	•associated with myeloid leukemia	[52], [53].
		•supports leukemic cell growth and survival	
IL-6	5	• affects differentiation or proliferation	[54]
		•produced by AML blasts	
zfp36l1 (Brf1, tis11b)	13	•associated with t(8∶11) myeloid leukemia proliferation	[55]
cdkn1a (p21)	14	•inhibits 32D differentiation	[27], [56]
		•associated with resistant AML	
zfp36l2 (Brf2, tis11d)	39	•upregulated in resistant myeloid leukemia	[57], [58]
		•involvement at a leukemic breakpoint	
myb	58	•role in hematopoiesis and promotion of leukemia	[59]–[61]
		•inhibits 32Dcl3 differentiation and apoptosis	
pim-1	103	•role in Flt3-mediated survival in myeloid leukemia	[62]
cited-2	273	•essential for hematopoiesis	[63]

The ranked position (out of 22,690 probe sets assayed) of Northern-blot-validated transcript probe sets and references highlighting their role in normal or malignant hematopoiesis are shown. 

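Of the 8 transcripts of Table 1, 5 were higher in high IL-3 by limma, 0 were lower and 3 did not pass (7 higher when adjusted over the list alone). The 5 were Pik3cd, Il6, Zfp36l1, Cdkn1a and Zfp36l2. The study chose those other than Cdkn1a on these samples, so that for them the counts are not independent evidence of direction. Cdkn1a (p21) was the study's model ahead of the arrays and its positive control on the blots. Pim1, which encodes a serine/threonine kinase, kept 31.9% ± 13.2 of its 0 h signal in high IL-3 and 21.8% ± 6.97 in low IL-3 at 4 h (SD, n = 2 experiments). Its log2 difference was 0.48 (SE 0.11, adjusted p = 0.074, 4 of 4 pairs of arrays). Cited2, a transcriptional coregulator, kept 15.4% ± 8.32 and 8.23% ± 0.284, with a log2 difference of 0.62 (SE 0.17, adjusted p = 0.13, 4 of 4 pairs). The transcription factor Myb kept 68.9% ± 37.1 and 46.1% ± 1.65 at 2 h and 25.0% ± 3.84 and 22.0% ± 1.67 at 4 h, with a log2 difference of 0.32 (SE 0.16, adjusted p = 0.63, 2 of 4 pairs). For Pim1, Cited2 and Myb these are the values of the probe set with the best rank. All 8 fell from 0 h to 4 h in low IL-3, with a median log2 change of -1.98 relative to all genes. The best ranks by g_score were 2 for Pik3cd, 4 for Il6, 13 for Zfp36l1, 14 for Cdkn1a, 40 for Zfp36l2, 56 for Myb, 102 for Pim1 and 285 for Cited2. From experiment 2 alone they were 35 for Pik3cd, 5 for Il6, 50 for Zfp36l1, 26 for Cdkn1a, 444 for Zfp36l2, 5012 for Myb, 351 for Pim1 and 2088 for Cited2. From experiment 1 alone they were 2, 11, 10, 7, 18, 8, 80 and 106 in the same order. Of the 5 that passed limma, Cdkn1a, Zfp36l1 and Zfp36l2 lost their calls without the variance trend, and Zfp36l2 with no filter on signal. None of the 5 passed without the experiment as a block. Without the low IL-3 4 h array of experiment 1 the count of 5 became 3. Pim1 passed with the arrays scaled to Gapdh (0.041) and without the 0 h array of experiment 1 (0.0069) or 2 (0.0070), over a range of 0.0069 to 1. Cited2 passed without the 0 h array of experiment 1 (0.045) or 2 (0.043) or the high IL-3 2 h array of experiment 2 (0.039), over a range of 0.039 to 1. Myb passed without the last of these arrays (0.0065), over a range of 0.0065 to 1.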

For transcripts linked to multiple probe sets, the first occurrence of transcript in the ranked probe set list is shown.

### Functional grouping of transcripts stabilized by IL-3

In order to uncover shared biological functions between the transcripts that were stabilized by IL-3, gene ontology (GO) analysis was conducted for different subsets of the stability-ranked list, using STEM software [31]. The functional categories that were significantly enriched among the top 1000 IL-3 responsive transcripts are listed in Supplemental Table S3. 

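Among 50 genes of G2/M and mitosis, 3 were higher in high IL-3 by limma and 0 lower (9 higher and 1 lower when adjusted over the list alone). Ube2s, a ubiquitin-conjugating enzyme of the anaphase-promoting complex, had a log2 difference of 0.53 (SE 0.08, adjusted p = 0.0042). The mitotic kinases Aurka and Pbk had 0.67 (SE 0.13, adjusted p = 0.025) and 0.32 (SE 0.06, adjusted p = 0.031), and cyclin A2 (Ccna2) had -0.27 (adjusted p = 0.16). The list does not hold every mitotic gene. The kinetochore gene Spc25, outside it and looked up after the values were seen, had 0.42 (SE 0.09, adjusted p = 0.045). Of 45 genes of G1/S and DNA replication, 1 was higher and 0 lower (4 higher when adjusted over the list alone). It was Rrm2, a subunit of ribonucleotide reductase, at 0.37 (SE 0.06, adjusted p = 0.013). The replication licensing factors Cdc6 and Cdt1 had 0.55 (adjusted p = 0.097) and -0.34 (adjusted p = 0.40). Of 69 ribosome biogenesis genes, 1 was higher and 0 lower (1 higher when adjusted over the list alone). It was the assembly factor Rpf2 at 0.62 (SE 0.11, adjusted p = 0.013), while the RNA polymerase I subunit Polr1c had -0.44 (adjusted p = 0.13). Of G2/M genes, 15 of 50 had a probe set in the top 1000 by g_score (adjusted p = 2.6e-06, Fisher's exact test, one-sided). The numbers were 12 of 47 for G1/S (1.3e-04) and 16 of 69 for ribosome biogenesis genes (3.1e-05). They were 0 of 75 for respiratory chain and 0 of 45 for ribosomal protein genes, whose median log2 changes to 4 h in low IL-3 were 0.13 and 0.01. The limit on ratios of the high IL-3 curve alone lowers the score of transcripts that do not fall, so these lists are no control. With no limit on ratios they held 1 of 75 and 0 of 45, and no list was matched for decay. With no limit on ratios above 1, the adjusted p was 0.10 for G2/M and 0.62 for G1/S genes. In limma's camera set test against other genes, the G2/M (adjusted p = 9.0e-06) and ribosome biogenesis lists (0.0050) lay towards higher values and the respiratory chain list (9.6e-04) towards lower ones. For each of the 3 it was adjusted p = 0.84 with an estimated correlation between genes, and G1/S genes did not pass (0.14). Without the low IL-3 4 h array of experiment 1, 0 G2/M, 0 G1/S and 0 ribosome biogenesis genes were higher by limma (adjusted p 0.055 to 0.24 for Ube2s, Aurka, Pbk, Rrm2 and Rpf2). None of these 5 genes passed without the variance trend (0.12 to 0.17), with no filter on signal (0.057 to 0.14) or without the experiment as a block (1). Their lowest values over the alternatives were 1.3e-04 for Ube2s, 0.012 for Aurka, 0.017 for Pbk, 0.0078 for Rrm2 and 0.0028 for Rpf2. Without the high IL-3 4 h or the low IL-3 2 h array of experiment 2, 1 G2/M gene, 0 G1/S and 0 ribosome biogenesis genes were left. Without the high IL-3 2 h array of experiment 1, 1 G2/M and 0 ribosome biogenesis genes were left, and without the high IL-3 4 h array of experiment 1, 1 G2/M gene. Without the low IL-3 2 h array of experiment 1, 2 G1/S genes passed and Pbk did not (0.076), and without the low IL-3 4 h array of experiment 2, Ube2s did not (0.074). The set test of ribosome biogenesis genes did not pass without the high IL-3 2 h array of experiment 1 (0.062) or the low IL-3 2 h array of experiment 2 (0.058).

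**Figure D1:**
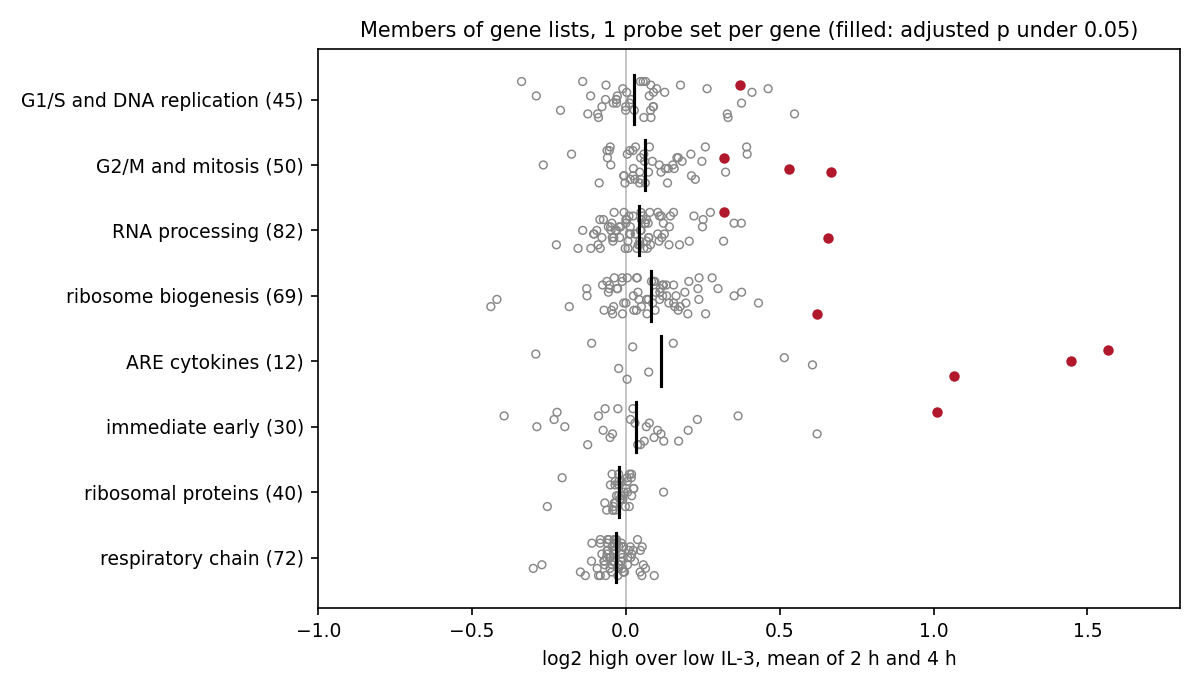
Log2 difference between high and low IL-3, averaged over 2 h and 4 h (horizontal axis), of the members of 8 gene lists (vertical axis, number of genes in parentheses), with 1 point per gene, filled where the adjusted p was under 0.05 from limma, and a bar at the median. Filled points lie above 0 in the G1/S, G2/M, RNA processing, ribosome biogenesis, cytokine and immediate early lists and are absent from the ribosomal protein and respiratory chain lists.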

IL-3 disproportionately decreased the turnover of transcripts annotated to the GO categories cell cycle (p<2×10^−10^), RNA processing (10^−6^), and other related categories. As further support for coordinated function of the IL-3-stabilized genes, Ingenuity pathway analyses linked five out of the top fifteen stabilized transcripts (and 25 out of the top 250 stabilized transcripts) into a proliferation-related interaction network (data not shown). This network was scored at a highly significant level of 47, using algorithms that assign a score of 2 to a 1% likelihood of random association [32].

### Candidate motifs involved in IL-3-mediated stabilization

A bioinformatics approach was used to uncover common motifs among the transcripts ranked by differences in their turnover rate with and without physiologic IL-3. As a first indication of whether IL-3 was acting through discrete motifs, we determined whether AU-Rich Element (ARE)-containing transcripts were overrepresented among those stabilized by IL-3. The ranked transcript dataset derived from our kinetic microarrays was plotted against the ARED database version 3.0 [33] that is comprised of genes reported to have functional AU-rich sequence elements in their 3′-UTR. The set of AU-rich genes was defined based on the presence in ARED database 3.0 [33]. As the ARED database contains human genes, mouse genes were mapped to a human gene if a homolog relationship was present in the homologene.data file provided by the National Center for Biotechnology Information (NCBI). The presence or absence of ARE's logged into ARED is noted individually for each probe set in our database (Supplemental Table S4). The difference in the cumulative number of observed matches with the ARED database based on ranking in our list and the expected number if we had randomly ordered our list was calculated. The lower curve in Figure 3A shows calculated AU-rich accumulation rates if the AU-sequences had been randomly distributed. The 95^th^ percentile curve for AU-accumulation for randomly-ordered probesets is shown. We observed increasing concentration of AU-sequences in probe sets corresponding to the first 4000 transcripts, with the steepest increase among the transcripts that were most stabilized by IL-3, particularly in the first 780 transcripts. This is evident by the slope of *cumulative* observed-minus-expected ARED transcripts as shown in Figure 3A. The steeper the positive slope, the higher the concentration of AU-containing transcripts among the corresponding probe sets. 

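In place of the ARED database, which is not used here, a list of cytokines and growth factors known for AU-rich elements and a list of immediate early and other short-lived transcripts were examined. Of 12 measured cytokine and growth factor genes, 3 were higher in high IL-3 by limma, 0 were lower and 9 did not pass (5 higher when adjusted over the list alone). The 3 were Hbegf, Il6 and Il4, and Tnfsf11, the RANK ligand, had a log2 difference of 0.51 (SE 0.13, adjusted p = 0.11), while the chemokine Ccl5 had -0.29 (adjusted p = 0.64). Of 30 measured immediate early genes, 1 was higher, 0 were lower and 29 did not pass (2 higher when adjusted over the list alone). That gene was Gadd45a, and the regulator of G-protein signalling Rgs2 had 0.36 (adjusted p = 0.41) and the transcription factor Egr2 -0.40 (adjusted p = 0.46). The immediate early transcripts decayed in either dose of IL-3: by 4 h, 25 of 30 had fallen in low IL-3 and 25 in high IL-3. Relative to all genes, the log2 change to 4 h in low IL-3 was -4.04 for Myc, -3.68 for the inhibitor of differentiation Id2 and -2.67 for the survival factor Mcl1, and in high IL-3 it was -4.19, -3.65 and -2.67. The cytokine list lay towards higher values in high IL-3 in limma's camera set test (adjusted p = 1.7e-06, and adjusted p = 0.26 with an estimated correlation between genes), and the immediate early list did not pass (0.59). In the top 1000 by g_score were 4 of 26 cytokine genes on the array (adjusted p = 0.19, Fisher's exact test, one-sided) and 4 of 50 immediate early genes (0.73). Gadd45a lost its limma call without the variance trend, with no filter on signal and without the experiment as a block. Hbegf, Il6 and Il4 also lost theirs without the block. The count of 1 immediate early gene higher in high IL-3 became 0 without the low IL-3 4 h array of experiment 1 or 2 and 2 without either 0 h array or the high IL-3 2 h array of experiment 2. By 4 h in low IL-3, 1 gene of the list had risen, 0 without either 0 h array, either low IL-3 2 h array or the low IL-3 4 h array of experiment 2, and 2 without any 1 high IL-3 array.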

Based on the hypergeometric distribution the p-value enrichment for ARED transcripts among the first 250 transcripts is <10^−9^ and among the first 4000 transcripts it is <10^−22^. Similar results were obtained when unique transcripts were ranked (averaging values of corresponding probe sets) and used as when the analysis included all probe sets (data not shown). It should be noted that while AU-rich transcripts tend to be short-lived, there was no *a priori* reason why the rapid decay of these mRNAs would be inhibited by IL-3. The observation of ARED clustering among IL-3-stabilized transcripts suggested that IL-3 signaled through pathway(s) that altered mRNA regulation at specific sequences associated with AU-binding proteins.

**Figure 3:**
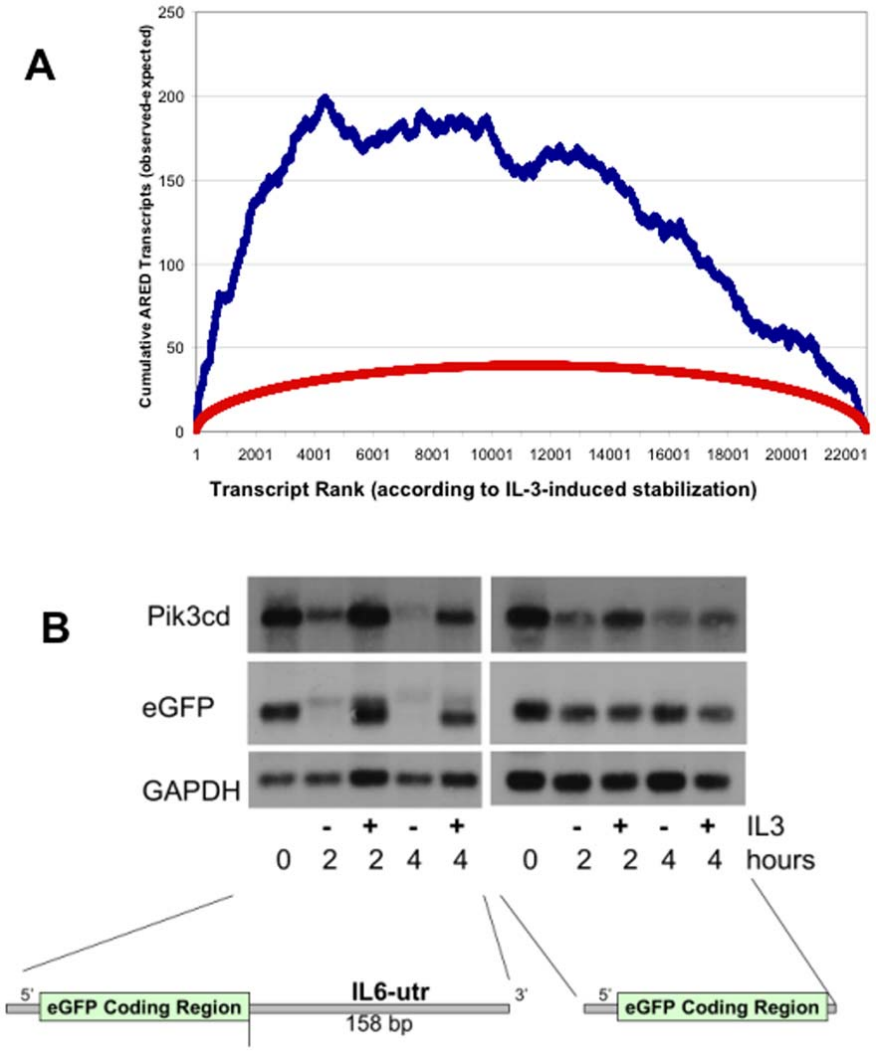
Contribution of AU-rich elements to IL-3 control of transcript stability. *A. Enrichment for ARED sequences in IL-3-stabilized transcripts*. The excess accumulation of AU-rich transcripts as a function of position in the ranked list is shown (blue). An upward slope indicates that AU-rich sequences are accumulating at a faster rate than predicted by random ranking; a downward slope indicates that ARE's are accumulating at a slower rate than random transcript ranking would predict. The 95th percentile confidence interval curve for random rankings is also plotted for comparison (red). *B. IL-3 response element mapping in the IL6 promoter*. A 158-bp IL6-3′-UTR fragment destabilizes a heterologous transcript in the absence, but not in the presence, of IL-3. Northern blotting of RNA from 32Dcl3 cells stably transfected with EGFP or an EGFP-IL6UTR transgene. GAPDH indicates loading and pik3cd demonstrates endogenous transcript regulation in the presence and absence of IL-3. Representative blots of two independent experiments are shown.

In order to validate the importance of ARE-containing sequences in transcripts stabilized by IL-3, we investigated whether IL-3 responsiveness mapped to a domain containing AU-sequences within the 3′-UTR of interleukin-6. The IL-6 gene contains the shortest 3′-UTR (420 bp) of those murine transcripts whose stabiliization by IL-3 was validated in Figure 2. We therefore constructed a fusion construct that linked EGFP cDNA to an ARE-containing 158-bp murine IL-6 3′-UTR domain that contains 4 AU-rich elements. This construct or an EGFP control plasmid were stably transfected into 32Dcl3 cells. EGFP turnover was subsequently monitored using Actinomycin D chase assays. The IL6-UTR domain conveyed IL-3-dependent turnover to the EGFP transcript as shown in Figure 3B.

### IL-3 signaling pathways involved in transcript stabilization

IL-3 signals through multiple pathways to support hematopoietic cell growth and survival. Among the pathways and kinases activated by IL-3 in cytokine-dependent cell lines such as 32Dcl3 are PI3K, Jak2/Stat5, PKC, src, ras/raf/mek/erk,MAPK/p38 or Jnk pathways (for review [34]). Activation of each of these pathways has been associated with mRNA turnover control (reviewed in [35]). In order to garner insight into pathways through which IL-3 could coordinately stabilize myeloblast transcripts, we separately inhibited PI3K, JAK/Stat, PKC, Mek/Erk, Jnk, Src, Syk and AMPK signaling pathways using optimized inhibitor concentrations and determined whether any of these pathways modulated IL-3-induced transcript stabilization. Inhibitors were added 15–20 minutes before IL-3 addition in Actinomycin D chase assays. Of these inhibitors, only the Mek1 inhibitor U0126 decreased the ability of IL-3 to stabilize transcripts. This inhibitor was used at a concentration of 10 uM that sufficed to block Erk phosphorylation in these cells (Figure 4A). Because U0126 and subsequently IL-3 were added after transcriptional blockade, these results indicated a role for Erk signaling in the posttranscriptional stabilization of transcripts by IL-3 (rather than an effect on transcription). The Erk pathway was of particular interest because it has previously been linked to posttranscriptional stabilization of p21, IL-8 , MIP 1alpha, IL-1beta, TNFalpha, cox-2 and GM-CSF mRNAs [36]–[42] (see also commentary by Sugiura [43]). However, inhibition of the MEK/Erk pathway partially blocked but did not completely abnegate transcript stabilization by IL-3 (Figure 4B).

**Figure 4:**
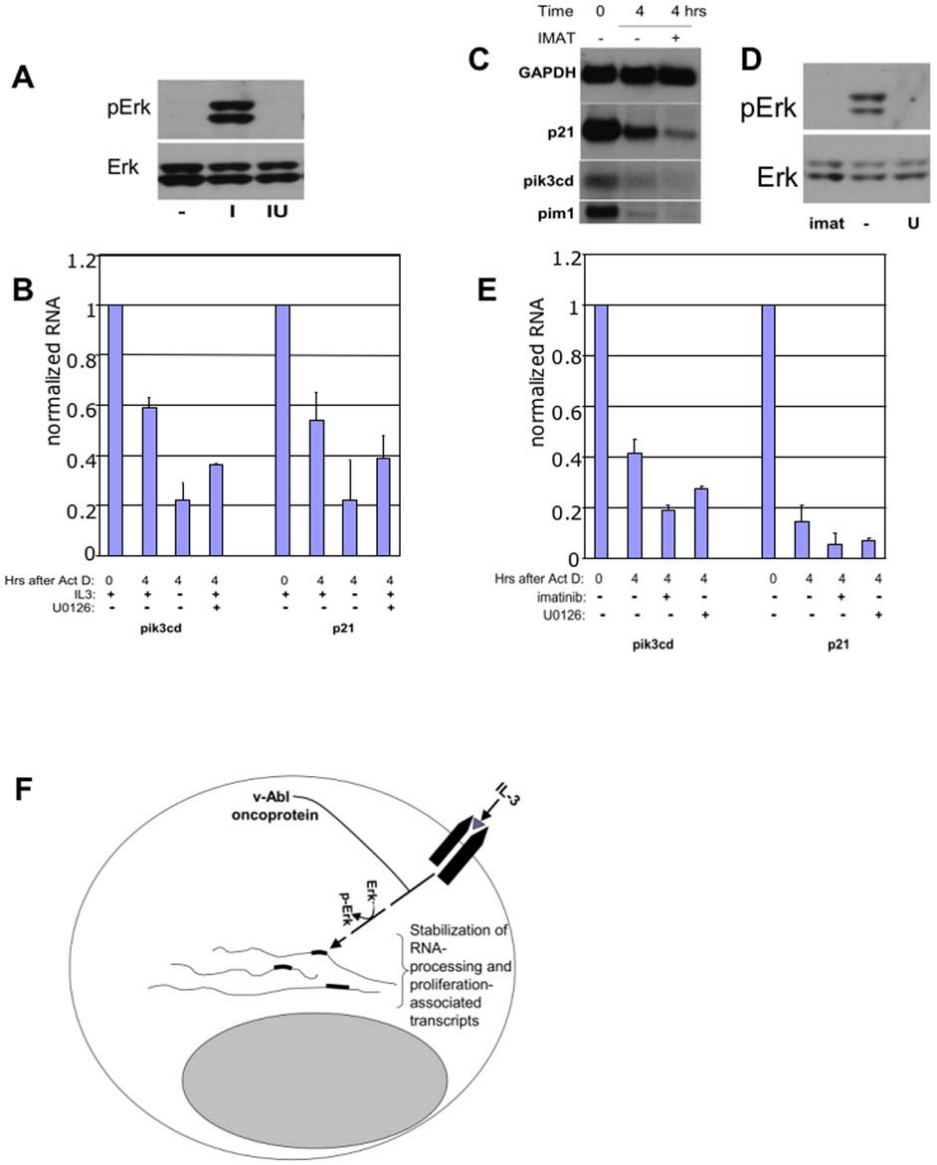
IL-3-mediated RNA stabilization involves MEK/ERK signaling. *A. IL-3 activates pErk in 32Dcl3 myeloblasts*. Upregulation of phospho-Erk at 15 minutes after addition of IL-3 to 32Dcl3 myeloblasts washed free of IL-3 is evident (I). Pre-incubation for 20 minutes with the Mek1 inhibitor U0126 (at 10 uM) blocks this effect (IU), as does washout of IL3 (−). *B. Downregulation of IL-3 induced transcript stabilization by Mek/ERK blockade*. Cells were incubated with 10 uM of 10 uM of erk inhibitor U0126 concurrent with Actinomycin D. 1 ng/ml IL-3 (+) or vehicle was added 20 minutes later (time 0) and RNA was harvested 2 or 4 hours after IL-3 addition. p21 and pik3cd expression on Northern blots normalized to GAPDH is shown, with time 0 value set to 1.0 (n = 3). *C. Imatinib inhibits mRNA stability in v-Abl 32Dcl3 cells*. Imatinib (IMAT) or DMSO vehicle (−) were added following a 20 minute preincubation with actinomycin D, at time 0 as indicated. Cells were harvested for RNA at 0 and 4 hours and Northern Blots were probed with pik3cd, p21, pim1 and GAPDH. *D. Erk phosphorylation*. Phosphorylation of Erk in v-Abl transformants of 32Dcl3 is prevented by 15 minute incubation with imatinib (I, 5 uM) or with U0126 (U, 10 uM). *E. Effects of imatinib and U0126 on transcript turnover*. Data represents three separate experiments. Quantitation of RNA expression on Northern blots normalized to GAPDH, with time 0 value set to 1.0 is shown. *F. Model of posttranscriptional pathway*. Dashed line indicates possible involvement of additional signals.

### Abl kinase recruitment of IL-3 posttranscriptional stabilization pathway

Conceivably, oncoproteins could hijack posttranscriptional pathways normally used by growth factors to sustain proliferation and prevent differentiation of immature cells. 32Dcl3 myeloblasts transduced with the v-Abl oncoprotein were used to test whether this constitutively-active kinase affected mRNA turnover and shared mRNA targets with IL-3. We have shown that v-Abl renders 32Dcl3 cells IL-3 independent for growth and blocks differentiation [2]. Figure 4C shows that active abl kinase (compared with imatinib-inhibited v-Abl) increased the half-life of transcripts included among IL-3-stabilized transcripts profiled in Figure 2. As in the case of IL-3, active v-Abl promoted Erk phosphorylation in 32Dcl3 myeloblasts (Figure 4D). Inhibition of Erk phosphorylation by the Mek1 inhibitor U0126 partially blocked v-Abl stabilization of transcripts in comparison with imatinib (Figure 4E).

## Discussion

Changes in the stability of messenger RNAs represent an efficient way rapidly to alter gene expression and cellular phenotypes, particularly if multiple mRNAs that share a functional pathway are stabilized or destabilized in synchrony. Coincident increases (or decreases) in mRNA transcription and in mRNA stability can magnify signals, whereas discordant transcription and mRNA stability enforces precise temporal or developmental regulation of transcript levels. Extensive research has delineated transcriptional control pathways during myelopoiesis that are disrupted in leukemia and more recent investigations have highlighted differentiation-specific or leukemia-related posttranscriptional modulation of translation by microRNAs. The impact of mRNA stability control on normal and malignant myelopoiesis has been less well characterized despite evidence that changes in turnover rates of certain mRNAs can dramatically affect cellular behavior (for review, [35]).

This paper delineates the range of posttranscriptional mRNA regulation by IL-3 in murine myeloblasts as evidence that IL-3 controls myeloblast function through its effects on mRNA turnover rather than solely through transcriptional activation. The population of IL-3-stabilized transcripts was captured through analysis of the decay rate of transcripts in IL-3 -replete or -deficient medium after transcriptional blockade with Actinomycin D. While mRNA half-life changes have previously been studied in LPS-exposed monocytes, activated T cells, flavopiridol-exposed lymphocytes and HepG2 cells [18], [44]–[46], a systematic study of growth factor-directed transcript turnover in myeloblasts has not hitherto been conducted. We have previously reported a robust bioinformatics approach to short kinetic gene expression data sets [47] and in this study we have extended that work to optimize the comparison of microarray sets charting transcript decay under two discrete conditions. The algorithm that we used to compare global mRNA decay rates under these conditions will be useful for other kinetic microarray analysis of mRNA stability.

This analysis ranked transcripts from most- to least-stabilized by IL-3. Northern blotting of cells incubated with or without IL-3 confirmed IL-3 mediated stabilization of select transcripts ranked from position 3 to position 273 out of 22,690 probe sets on an Affymetrix array (Table 1, Figure 2). The number of transcripts whose decay rate is slowed by IL-3 is therefore substantial, supporting the relevance of this posttranscriptional pathway to IL-3-supported survival, growth and differentiation blockade of 32Dcl3 myeloblasts. Many of the proteins encoded by IL-3 stabilized transcripts have been shown to support leukemic cell growth and survival and/or to inhibit differentiation in 32Dcl3 myeloblasts (for examples, Table 1). These results supported a significant role for IL-3-mediated RNA stabilization in sustaining myeloblast growth and suggested that elucidation of IL-3-stabilized transcripts could reveal genes and pathways that support blast cell proliferation in myeloid leukemias. In this context, it was notable that two of the five most stabilized genes, pik3cd and IL6 are already directly targeted by therapeutics in clinical trials of hematologic malignancies (NCT00710528, NCT00402181).

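In the array experiments, Pik3cd transcripts had, by the probe set of rank 7, a half-life of 3.03 h ± 0.53 in high IL-3 and 1.65 h ± 0.08 in low IL-3 (SD, n = 2 experiments). At 4 h, 37.9% ± 2.41 and 20.7% ± 1.23 of the 0 h signal were left, and the log2 difference was 0.88 (SE 0.10, adjusted p = 3.8e-04 from limma). The Pik3cd probe sets of rank 2 and rank 29 differed by 0.96 (SE 0.14, adjusted p = 0.0023) and 0.69 (SE 0.13, adjusted p = 0.025). Il6 had a half-life of 3.28 h ± 0.37 in high IL-3 and 1.31 h ± 0.09 in low IL-3. At 2 h, 50.2% ± 0.86 and 16.5% ± 0.638 of its signal were left, and its log2 difference was 1.45 (SE 0.10, adjusted p = 1.4e-06). Taken from 2 h alone, the half-lives were 4.87 h and 1.32 h for Pik3cd and 2.01 h and 0.770 h for Il6. The call of the probe set of rank 2 was lost without the variance trend (adjusted p = 0.088) and without the low IL-3 4 h array of experiment 2 (0.053), over a range of 1.5e-04 to 1. That of rank 29 was lost without the variance trend (0.11), with no filter on signal (0.15) and with the 75th percentile (0.068) or quantile (0.055) scaling, over a range of 0.0081 to 1. It was also lost without any 1 of the 2 h and 4 h arrays other than high IL-3 2 h of experiment 2 (0.061 to 0.17), and every Pik3cd call was lost without the experiment as a block.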

It is notable that transcripts involved in RNA processing were significantly enriched as IL-3 stabilization targets upon gene ontology analysis. 

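Of 82 RNA processing genes measured on the arrays, 2 were higher in high IL-3 by limma, 0 were lower and 80 did not pass (2 higher when adjusted over the list alone). Tra2a, a regulator of splicing, differed by a log2 of 0.32 (SE 0.06, adjusted p = 0.026, 4 of 4 pairs of arrays), and Lsm8, which binds U6 snRNA, by 0.66 (SE 0.13, adjusted p = 0.026, 4 of 4 pairs). Cdc5l, a component of the spliceosome, had 0.37 (adjusted p = 0.16), and the splicing regulator Rbm5 and the cleavage factor Cpsf2 had -0.23 (adjusted p = 0.60) and -0.14 (adjusted p = 0.55). The list does not hold every gene of this kind, so that its count is not that of the whole class. The snRNP gene Snrnp27, outside the list and looked up after the values were seen, differed by 0.33 and 0.36 (adjusted p = 0.031 for each probe set). Like all calls, these were lost without the experiment as a block. In the top 1000 by g_score were 14 of 82 RNA processing genes (adjusted p = 0.0024, Fisher's exact test, one-sided), with an adjusted p of 0.21 against the genes with a mean 0 h intensity of at least 50. The list passed limma's camera set test against other genes at adjusted p = 0.0497, and did not with an estimated correlation between genes (adjusted p = 0.84) or with the 75th percentile scaling (0.15). It did not pass without the high IL-3 2 h array of experiment 1 (0.55), the low IL-3 2 h array of experiment 1 (0.074) or 2 (0.053), or the 4 h array of experiment 2 in high (0.13) or low IL-3 (0.27). Tra2a and Lsm8 lost their calls without the variance trend (both 0.17), with no filter on signal (0.077 and 0.15) and with the 75th percentile scaling (0.066 and 0.060). They also lost them, leaving 0 genes of the list, without the high IL-3 4 h array of experiment 1 (0.12 and 0.10) or 2 (0.12 and 0.079) or the low IL-3 2 h array of experiment 2 (0.30 and 0.20). The same held without the low IL-3 4 h array of experiment 1 (0.17 and 0.28) or 2 (both 0.062). Lsm8 lost its call without the high IL-3 2 h array of experiment 1 (0.052), which left 1 gene. Without the experiment as a block both were at 1, over ranges of 0.017 to 1 and 6.9e-04 to 1.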

Enhanced expression of this class of genes could serve to bolster IL-3 effects on decay rates, or alternatively, to limit IL-3 posttranscriptional effects. Two transcripts that were markedly stabilized by IL-3, BRF1 (zfp36l1) and BRF2 (zfp36l2), destabilize mRNA transcripts at AREs [48], [49]. These gene products have been linked to leukemia and may facilitate degradation of apoptotic or antiproliferative transcripts in myeloblasts. 

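Zfp36l1, which encodes the ARE-binding protein BRF1, kept 59.5% ± 6.29 of its 0 h signal in high IL-3 and 31.4% ± 2.33 in low IL-3 at 4 h by the probe set of rank 13 (SD, n = 2 experiments). Its half-life was 4.88 h ± 0.0951 in high IL-3 and 2.20 h ± 0.0943 in low IL-3, and its log2 difference was 0.76 (SE 0.11, adjusted p = 0.0023 from limma). The Zfp36l1 probe set of rank 61 differed by 0.75 (SE 0.15, adjusted p = 0.031). Zfp36l2, which encodes BRF2, fell further: 36.3% ± 13.7 and 14.0% ± 1.07 were left at 2 h and 11.0% ± 0.0489 and 8.57% ± 0.401 at 4 h. Its log2 difference was 0.82 over both times (SE 0.12, adjusted p = 0.0042), 1.29 at 2 h (adjusted p = 0.0077) and 0.35 at 4 h (adjusted p = 0.70). Its half-life was 1.27 h ± 0.0921 in high and 1.01 h ± 0.0249 in low IL-3. Of 42 measured genes of ARE-binding proteins and mRNA decay factors, these 2 were higher in high IL-3, 0 were lower and 40 did not pass (2 higher when adjusted over the list alone). The deadenylase subunits Cnot3 and Cnot6l had 0.33 (adjusted p = 0.25) and -0.29 (adjusted p = 0.32). The list did not pass limma's camera set test (adjusted p = 0.72), and its median of -0.01 changed sign with the scaling of the arrays. In the top 1000 by g_score were 7 of 44 genes of the list (adjusted p = 0.058, Fisher's exact test, one-sided), 5 from experiment 2 alone (0.29) and 10 from experiment 1 alone (0.0019), over a range of 0.0019 to 0.38. The 3 calls were lost without the variance trend (adjusted p = 0.079 and 0.11 for Zfp36l1 and 0.11 for Zfp36l2) and without the experiment as a block (1). They were lost without the low IL-3 4 h array of experiment 1 (0.074, 0.15 and 0.15), which left 0 genes of the list. Their ranges over the alternatives were 1.5e-04 to 1, 0.0067 to 1 and 1.6e-05 to 1. The Zfp36l1 probe set of rank 61 and Zfp36l2 also lost their calls with no filter on signal (0.17 and 0.052), and the former with the 75th percentile (0.079) or quantile (0.065) scaling. The former did so too without the high IL-3 2 h array of experiment 1 (0.12), the high IL-3 4 h array of experiment 1 (0.12) or 2 (0.082), the low IL-3 2 h array of experiment 1 (0.18) or the low IL-3 4 h array of experiment 2 (0.17).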

Alternatively, BRF1 and 2 transcript stabilization could herald a negative feedback loop that limits the durability of IL-3-sustained messages. This possibility is supported by a recent global assessment of epidermal growth factor signaling that identified early upregulation of BRF1 and 2 as part of a negative feedback loop that was characterized by BRF destabilization of mitotic transcripts [50].

Our data indicated that some of the same transcripts stabilized by IL3 are stabilized by the v-abl oncoprotein in an imatinib-dependent manner. This raises the prospect that many of the growth-promoting mRNAs that are stabilized by IL3 are also stabilized by v-Abl, potentially through the same terminal mediator(s). Such a mechanism could contribute to the ability of v-Abl to substitute for IL-3 in supporting the growth of this myeloblast cell line. Because multiple oncogenes can render these myeloblasts factor-independent, it is conceivable that the appropriation of growth factor pathways regulating RNA decay is a general feature of leukemogenesis. IL-3 and v-Abl share overlapping signaling pathways, including activation of the Mek/Erk pathway. This pathway has been shown to stabilize several transcripts (as discussed in Sugiura [43]). In our experiments, the Mek inhibitor U0126 partially inhibited IL-3 and v-Abl-mediated transcript stabilization. This suggests that Erk cooperates with other pathways downstream of IL-3 and v-Abl to stabilize target mRNAs, as has been reported for Erk-mediated TNF-alpha transcript stabilization [40].

Studies are planned to dissect in detail the downstream mediators of IL-3 and v-Abl posttranscriptional control of mRNAs in order to facilitate the development of “post-transcriptional” therapeutics for leukemia. Such therapies could be directed at normalizing the turnover of aberrantly stabilized mRNAs by targeting pathways or protein/RNA interactions responsible for coordinated transcript stabilization in malignancy.

## Materials and Methods

### Cells and Culture

32Dcl3 cells (gift from Alan Friedman, Johns Hopkins University) were cultured in RPMI 1640 media supplemented with 10% fetal bovine serum as previously described [27] using murine IL-3 (Peprotech, Rocky Hill, NJ) at 1.5 ng/ml during cell passaging. To generate stable clones lacking UTR sequences, 32Dcl3 cells were transduced with retroviral supernatants prepared to express human p21 from an engineered pMig construct (MIGhp21wt) as described below. Transduced cells were sorted on the basis of GFP expression. 32Dcl3 cells expressing the entire human p21 gene were transfected with pC-WAF1-S (gift from Wafik El-Deiry, U of Pennsylvania) and selected in hygromycin. To generate stable clones bearing eGFP with or without IL6- UTR sequences, cells were electroporated using Amaxa electroporation per manufacturer's guidelines (Amaxa, Inc., Gaithersburg, MD) for 32Dcl3 cells, using 10^−6^ cells and 2.0 ug DNA, followed by neomycin selection. V-Abl cells were generated as previously described [2].

### Plasmids

Retroviral constructs were derived from the MIG plasmid (gift from Luk Van Parijs, Massachusetts Institute of Technology) which we modified into a Gateway® destination vector (Invitrogen, Carlsbad, CA). Human p21 wild-type cDNA (accession# NM_078467) coding region carrying a myc-his tag was cloned into this using Gateway® technology. To generate pEGFP-IL6-UTR, the plasmid pEGFP-N1 (Clontech, Inc., Mountainview, CA) was digested at the Not1 site, dephosphorylated, and ligated with a PCR-generated fragment encompassing bp 740–898 of murine IL6 (Accession NM_031168) generated with Eag1 and Not1 bounded primers that was digested with Eag1 prior to ligation.

### Retroviral Transduction

Retroviruses were generated and transduced into 32Dcl3 cells as previously described [51].

### RNA Half-life determination

32Dcl3 cells were washed free of IL-3 and resuspended in IL-3-free medium. Actinomycin-D (Sigma-Aldrich) was added at 10 µg/mL, a concentration that we have previously shown to suppress transcription in 32Dcl3 cells [2]. Twenty minutes after Actinomycin D addition, the culture was divided into aliquots for growth factor addition. IL-3 was added at a final concentration of either 1 ng/mL, 10 pg/mL or absent and RNA was prepared at time points as noted. For half-life assessments made in G-CSF, cells were washed free of IL-3 and incubated in G-CSF for 18 hours. Actinomycin D was added at time −15 minutes and cell cultures were divided into two equal parts. Cells in G-CSF received either 1 ng/mL IL-3 or no cytokine 15 minutes after Actinomycin D addition. RNA was prepared at denoted time points after cytokine addition. Northern blotting for all experiments was performed as previously described [27]. Signal density analysis of scanned images was performed using Image J 1.31v software (http://rsb.info.nih.gov/ij). Multiple exposures were obtained to optimize linearity of signal. Half-life determination was calculated from logarithmic trendlines fitted to the plotted data of signal magnitude (normalized to time 0) versus time.

### Riboprobes

Templates for riboprobes were generated using RT-PCR of mRNA purified from 32Dcl3 cells or by amplification from plasmid templates using T7-linked antisense oligomers. A full listing of PCR sequences used to amplify probes is available on request. ^32^[P]-UTP labeled riboprobes were generated *in vitro* using a T7-Maxi-Script kit (Ambion, Houston, TX) per manufacturer's instructions.

### Statistics

Protein and RNA half-life determinations were compared for all conditions tested with significance assessed by a 2-tailed, type 2 student's t-test using 95% confidence intervals. All calculations were made using the Excel software package (Microsoft, Redmond, WA).

### Gene Ontology Analysis

We analyzed the top 1000 probe sets for enrichment of the corresponding genes belonging to common Gene Ontology (GO) categories. The base set of genes was all genes on the microarray. The GO analysis was done using the STEM software [31] the p-values based on the hypergeometric distribution. GO enrichment p-values were corrected for multiple hypothesis testing using randomization analysis.

### Microarray Normalization

Most microarray normalization methods assume that the total mRNA quantity will remain constant across the different arrays and time points. This assumption is not applicable to the kinetic microarray experiments conducted to measure mRNA decay, because later time points followed transcriptional blockade. We thus evaluated several normalization programs (dChip, MAS 5, and RMA) to determine which would be most consistent with our expectation that the mRNA levels at time point 0 would contribute a greater signal than time points after transcriptional inhibition. Using thiscriteria we selected the dChip normalization (see Supplemental Methods S1 for details). All ten microarray hybridizations were normalized together using the dChip software with the default settings.

### Scoring Probe Sets

The probe sets were ranked for IL-3 induced stability based on the signed area between a curve for the high IL-3 experiment and the low IL-3 experiment. For each probe set, the signed area values were averaged over the two replicates and divided by a variability term. The variability term was a function of the average intensity of the probe set for the 0 hour time point. This function was computed based on the variability of the area between the replicates for probe sets with similar average 0 hour probe set intensity. See Supplemental Methods S1 for full details.

### Data Accession

Microarray data is available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE12067.

all microarray data reported in the manuscript is described in accordance with MIAME guidelines.

## Supporting Information

Supplemental Methods S1 Detailed methods related to microarray normalization and probeset ranking.
(0.62 MB DOC) Click here for additional data file.

Supplemental Table S1 Affymetrix 430A probe sets ranked from most stabilized by IL-3 to least stabilized according to normalized area score. Gene symbols and identifiers are included.
(3.02 MB XLS) Click here for additional data file.

Supplemental Table S2 Unique transcripts according to Entrez ID ranked from most stabilized by IL-3 to least stabilized according to normalized area score. Score shown is the average score of all probe sets that were linked to the given transcript. Gene symbols and Entrez ID identifiers are included.
(1.12 MB XLS) Click here for additional data file.

Supplemental Table S3 Gene Ontology Analysis conducted on the 1000 transcripts most-stabilized by IL-3. Analysis conducted as described in text.
(0.05 MB PDF) Click here for additional data file.

Supplemental Table S4 Excess occurrence of ARE motifs among transcripts most stabilized by IL-3. See text for details. Sheet 1 lists all probe sets from most stabilized (position 2) to least stabilized (position 22691). A value (“1”) is ascribed to each probe set with a human match to the ARED database (Reference 26) and a “0” value to those lacking a match. Cumulative ARED-containing transcripts in the rank list compared to random ordering (observed minus expected) is derived from this chart as discussed in the text.
(4.02 MB XLS) Click here for additional data file.

Figure S1 Schematic of data collection for global transcript decay analysis. Following actinomycin D addition, cells were cultured in IL-3 replete or deficient medium starting at time 0. In followup Northern Blot experiments, pathway inhibitors were added 15–20 minutes before IL-3 or vehicle control was added.
(0.07 MB TIF) Click here for additional data file.

Figure S2 Top: Stability plots of myeloblast transcript probe sets determined using kinetic microarrays. In these plots, the garea value (y-axis) is plotted against the intensity of the probe signal at time 0 (x-axis. Increased stability correlates with positions farthest from the origin. The highest ranked 250, 1000, or 2000 probe sets based on gscore as well as all probe sets with positive garea values (5290 total) are shown and highlighted by color. The plots of the top 250 Blue), 1000 (red), and 2000 (green) and all positive probe sets (grey) in terms of the difference between their decay curve in IL-3 -replete and -deficient medium are overlaid. The top 15 ranking probe sets are labeled with their corresponding gene names. The identities and ranking of all 22,690 probe sets can be found in Supplemental Table 1. The top 1000 probesets account for 53% of the total cumulative garea attributable to IL3-stabilization. 

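The 15 probe sets from Hbegf to Mphosph6 held 1.33% of the summed positive g_area of 1181 ratio hours. The top 100 probe sets held 6.22%, the top 250 held 11.9%, the top 1000 held 33.9% and the top 2000, which stand for 1487 genes, held 56.5%. The lowest g_score among the top 1000 was 0.74, and 946 of them had a mean intensity of at least 50. The share of the top 1000 was 53.2% with the arrays scaled to a common 75th percentile, 58.5% over probe sets with a mean intensity of at least 50, and 20.0% with the limit on ratios above 1 applied to both curves.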

Bottom: The difference between transcript half-lifes in IL3 and in IL3-deficient conditions (normalized area score) is plotted for 22690 probe sets arranged from most stabilized by IL-3 (positive values) to least stabilized by IL-3 (negative values; less stable in IL-3). 

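The probe set with the lowest g_score, for which no gene is listed, had a score of -145.2. Its intensity was 1 on 9 of the 10 arrays and 1716 on the low IL-3 4 h array of experiment 2, so that its score rests on 1 array.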

The broken axis facilitates notation of the last probeset (rank 22690) with a value of −148. The region corresponding to the indicated probesets on the top graph is circled.
(0.17 MB TIF) Click here for additional data file.

# Supplementary material for: IL-3 and Oncogenic Abl Regulate the Myeloblast Transcriptome by Altering mRNA Stability
**Source:** PLoS One. 2009 Oct 15;4(10):e7469. doi: 10.1371/journal.pone.0007469
**Supplement:** Supplemental Methods S1 — Detailed methods related to microarray normalization and probeset ranking. (0.62 MB DOC)

**Supplemental methods**

SM1. *Normalization of microarray*

The dChip software ([www.dchip.org](http://www.dchip.org/))1 with the default settings was used to normalize the microarray data. All ten hybridizations which comprised duplicate analyses of five timepoints from two independent experiments were normalized together as one batch. Two other normalization methods, RMA2 and MAS 5 3, were also considered. However as shown in Figure S1, the dChip method was selected as it was most consistent with the experimental expectation that the time point 0h experiment should represent a greater percentage of the total the sum of the signals observed on the probe across all experiments in the replicate. The reason for this expectation is that transcription was shut down during the other experiments. A concern with normalization methods for this experimental design is that they would mistake the biologically expected global expression difference between experiments to be a result of systematic noise and then severely reduce it. This appears to be less of a concern with the dChip method as compared to the other methods.

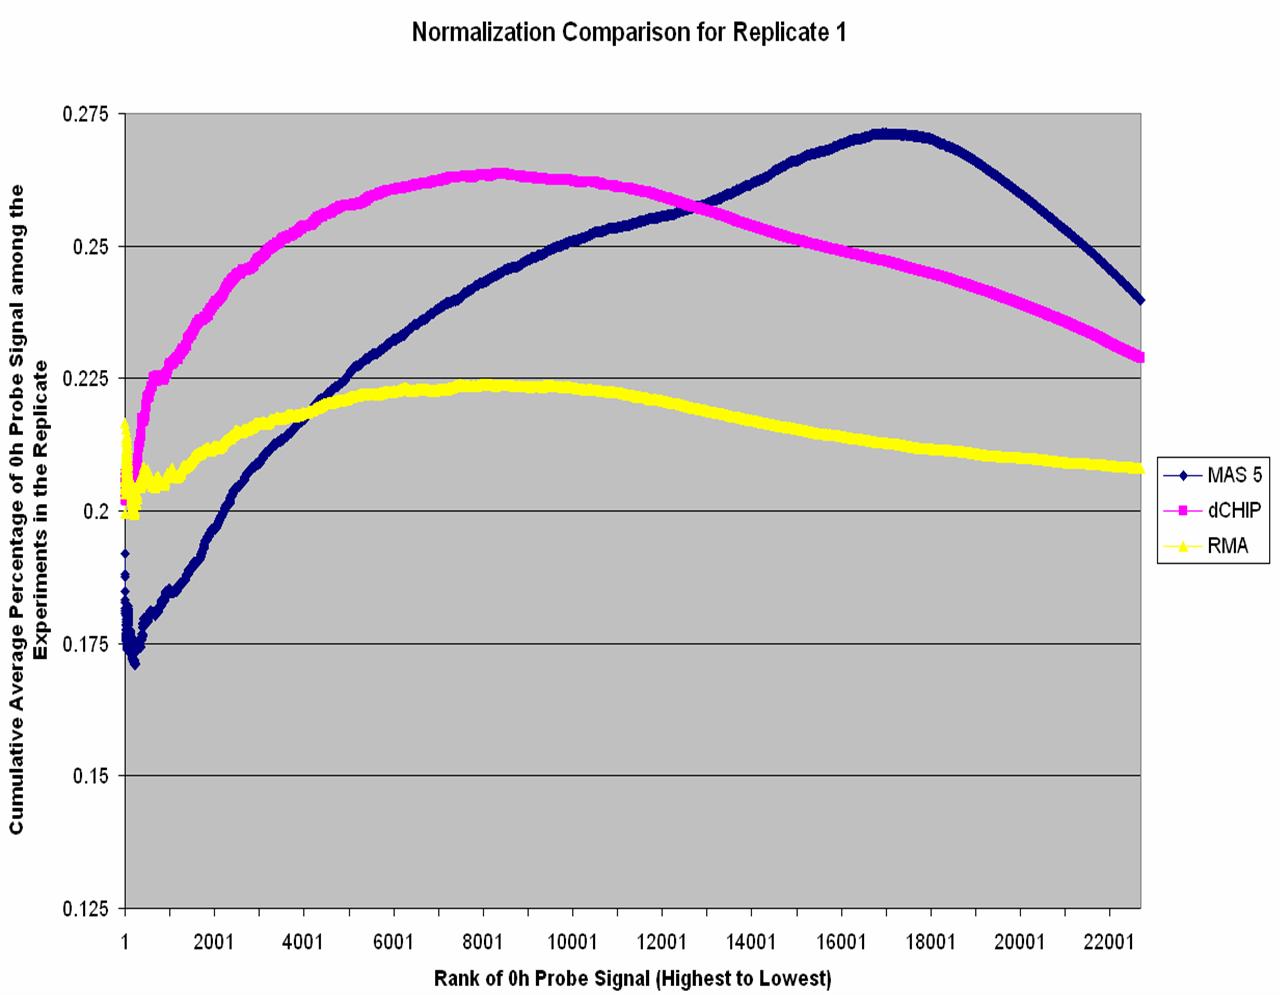

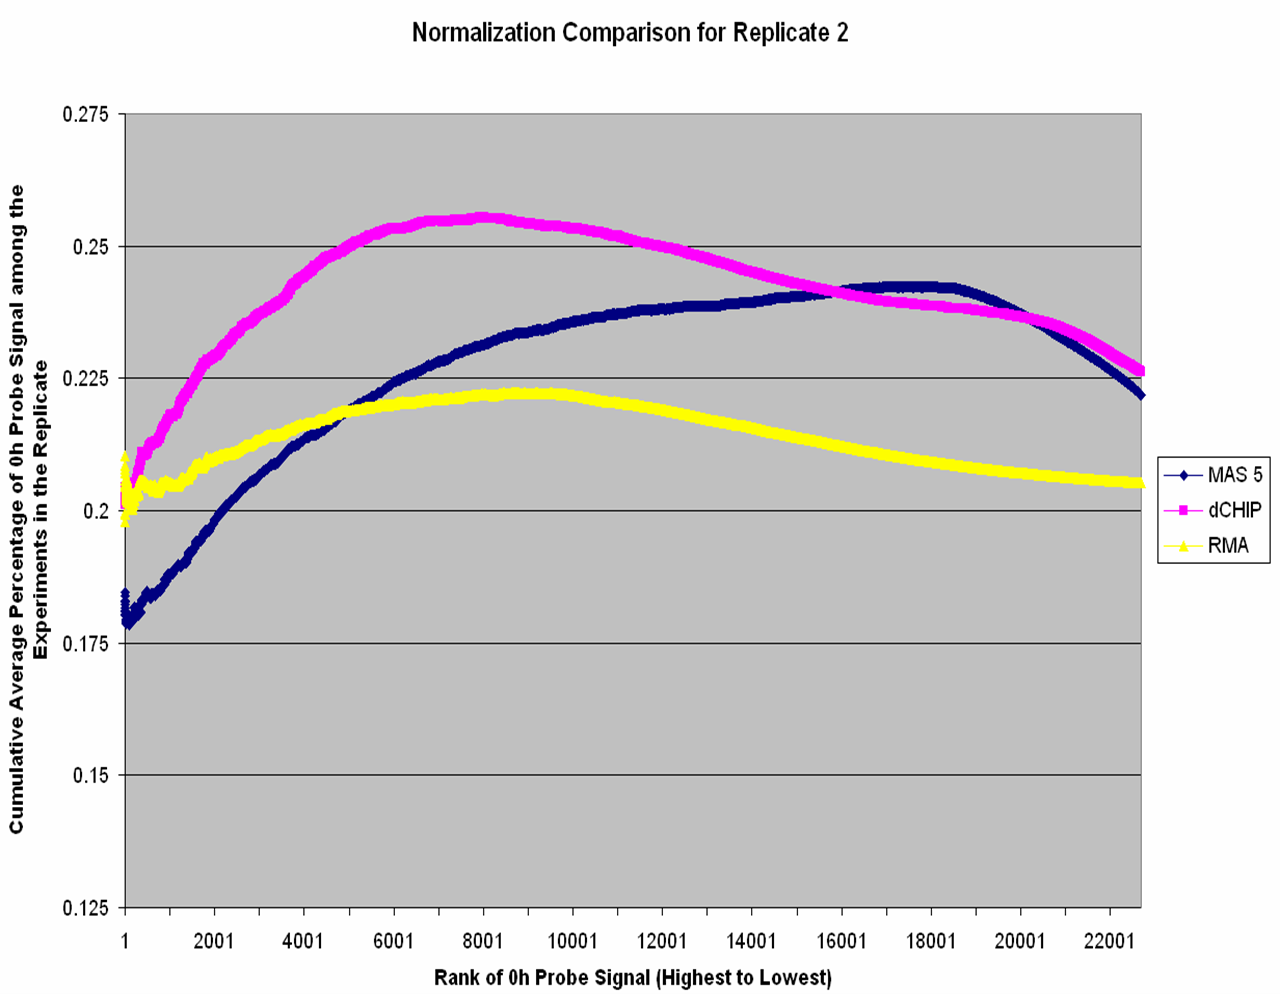

Figure S1: A comparison of the dChip, MAS5, and RMA methods separately on each replicate. The graphs plot for each normalization method the cumulative average percentage of the total signal for a probe set that was given to the 0h experiment among all experiments in the replicate. If the signal was equally distributed across all experiments then a value of 0.2 would be obtained. The dChip normalization was most consistent with the experimental expectation that on average the 0h time point should represent a greater percentage of total expression of each probe.

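In the dChip values, the mean over probe sets of the 0 h share of the summed signal of an experiment was 0.229 in experiment 1 and 0.219 in experiment 2. Over the 11856 probe sets with a mean intensity of at least 50 it was 0.245 and 0.238. With the arrays scaled to a common 75th percentile the share was 0.183 and 0.190, below the equal share of 0.2, and with quantile normalization it was 0.204 and 0.206. Over the brighter probe sets it was then 0.197 and 0.207 with the 75th percentile and 0.206 and 0.210 with the quantile scaling.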

SM2. Probe Set Ranking Method

The following method was used to rank probe sets for having the greatest evidence for increased mRNA stability in response to high IL-3 treatment as compared to low IL-3 treatment of its corresponding gene. Let *gtreatment_time_R* denote the dChip normalized expression value of probe set *g* for the hybridization with IL-3 treatment type of *treatment*{*none*, *low*, *high*}, sampled at time point *time*{*0h,2h,4h*}, from replicate *R* where *R*{1,2}. We first defined for each probe set *g* and replicate *R*, a quantity *garea_R*, as

The above expression can be derived by first taking the ratio of each value with the time point 0 value from its replicate. Next each ratio value from a high IL-3 experiment that was above one, was set to one. This step avoids giving extra preference to probe sets whose expression value was higher than the time point 0h experiment as compared to having the same value as it (since transcription was blocked, any value higher in the 2h and 4h time point is the result of measurement noise) . 

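Transcripts that ended above their 0 h signal were found alongside many that fell. Of 50 G2/M and mitosis genes, 46 fell from 0 h to 4 h in low IL-3 and 0 rose by limma. The numbers were 55 and 2 of 75 C2H2 zinc finger genes, 51 and 1 of 69 ribosome biogenesis genes and 53 and 2 of 82 RNA processing genes. Relative to all genes, their median log2 changes were -1.02, -0.75, -0.63 and -0.14, with -3.84 for the mitotic kinase Aurka and -3.61 for the U6 snRNA-binding protein Lsm8. These 4 lists lay towards lower values in limma's camera set test (adjusted p = 3.9e-10, 2.5e-04, 9.4e-06 and 0.0072), and not with an estimated correlation between genes (adjusted p = 0.44, 0.50, 0.45 and 0.62). Of 72 respiratory chain genes, 25 rose and 5 fell, with a median of 0.34 relative to all genes and 0.64 for Ndufb7 and Ndufs8, subunits of complex I. The list lay towards higher values (adjusted p = 1.4e-08, and adjusted p = 0.50 with an estimated correlation). Of 40 ribosomal protein genes, 3 rose and 3 fell, with a relative median of 0.22 that turned to -0.05 with quantile normalization. Their set test gave adjusted p = 0.011, 0.17 with quantile normalization, and adjusted p = 0.70 with an estimated correlation. In high IL-3, whose curve the step concerns, 1147 of 11856 probe sets were higher at 4 h than at 0 h by limma. Among the lists, 45 G2/M, 58 zinc finger, 48 ribosome biogenesis and 49 RNA processing genes fell in high IL-3, and 30, 47, 36 and 21 with the arrays scaled to a common 75th percentile. In the same order 0, 2, 2 and 1 genes rose in high IL-3, and 3, 11, 11 and 29 with that scaling. More RNA processing genes then rose than fell, and their set test did not pass (adjusted p = 0.45). Of respiratory chain genes 11 rose and 5 fell in high IL-3 (68 and 0 with that scaling). The 11 became 1 without the 0 h or the high IL-3 4 h array of experiment 2, 6 without the high IL-3 4 h array of experiment 1 and 7 without the low IL-3 2 h array of either experiment, and the 5 became 2 or 3 without any of these or the 0 h array of experiment 1. The 1147 became 5922 with the 75th percentile scaling, 4696 with quantile normalization and 38 without the experiment as a block. With the 75th percentile scaling, 3 G2/M genes rose and 34 fell in low IL-3, 11 and 46 zinc finger, 9 and 37 ribosome biogenesis and 27 and 23 RNA processing genes (set test adjusted p = 0.49). Of respiratory chain genes 68 rose and 0 fell, and of ribosomal protein genes 40 rose and 0 fell. The 1147 became 366 without the 0 h array of experiment 2 and 693 and 425 without the high IL-3 4 h array of experiment 1 or 2. In low IL-3, the respiratory chain genes that rose became 13 without the 0 h array and 12 without the 4 h array of experiment 2, and those that fell became 2 without either of these arrays of experiment 1. Without the 0 h or the 4 h array of experiment 2, 0 zinc finger and 0 RNA processing genes rose. The ribosomal protein genes that fell became 0 without the 0 h array of experiment 2 and 1 without the 4 h array of experiment 1 or 2.

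**Figure D2:**
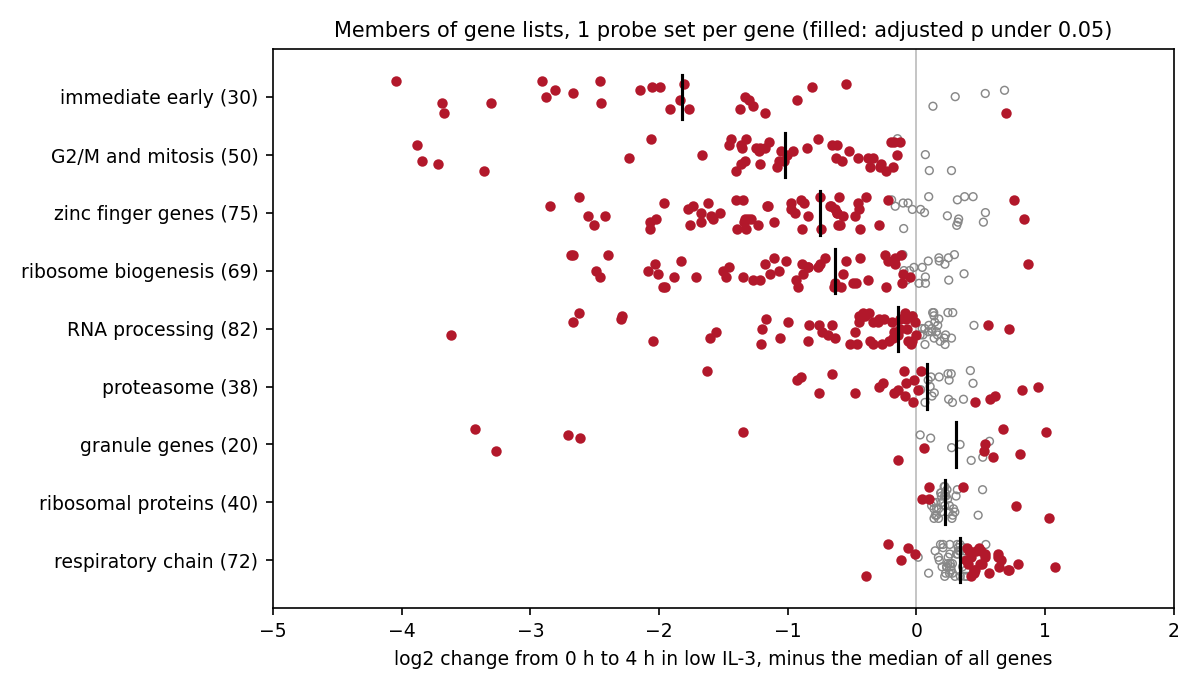
Log2 change from 0 h to 4 h in low IL-3, minus the median of all genes (horizontal axis), of the members of 9 gene lists (vertical axis, number of genes in parentheses), with 1 point per gene, filled where the change from 0 h itself had an adjusted p under 0.05 from limma, and a bar at the median. The immediate early list has the lowest median (-1.82) and the respiratory chain list the highest (0.34), and the medians of the ribosomal protein and proteasome lists turn below 0 with quantile normalization.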

The resulting transformed values are then used to create two curves, a high curve and a low curve (see Supplement Figure 1). The high (low) curve is created by using two line segment to connect the 0h, 2h high (low) points, 4h high (low) transformed values. The formula above then corresponds to the signed area (the integral) between the high and low curves during the period between 0h and 4h.

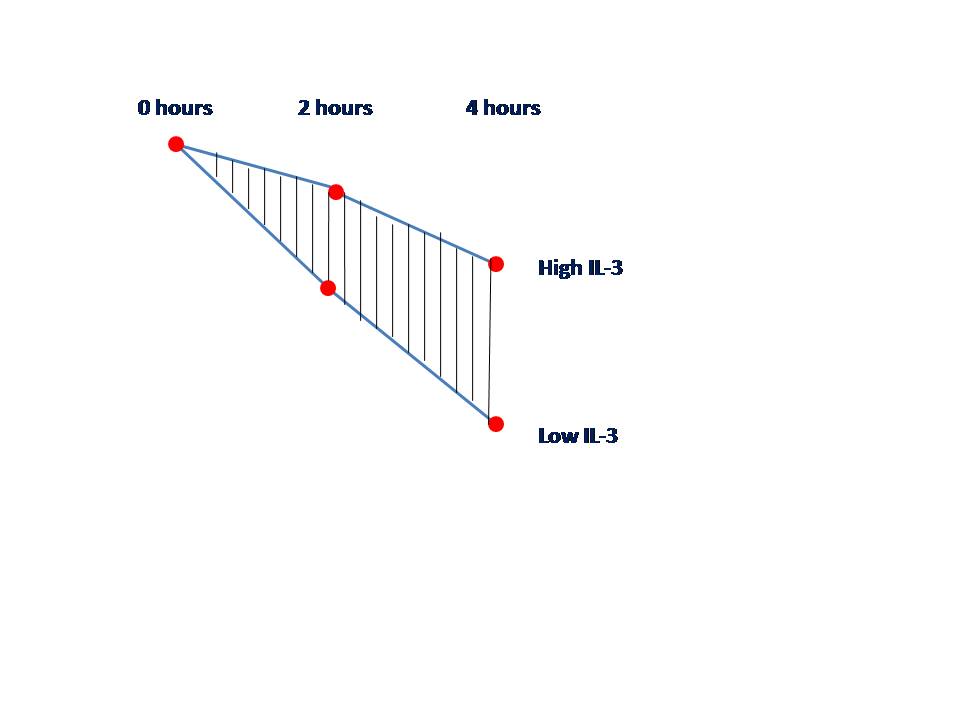

Supplement Figure 1: Computation of the garea value. The high and low IL-3 curves were plotted by taking the ratio with respect to time point 0. The garea value is the area between the two curves (black lines between the blue curves).

We note that in the formula small additive amounts of noise for probe sets with relatively low signal could have relatively large effects on *garea*_*R*. Thus many of the highest ranking probe sets based on *garea_R* could be explained as a result of noise on low signal intensity probe sets. Instead of ranking probe sets based on *garea_R* we rank probe sets based on how many times greater *garea_R* is than an average measure variability we associate with probe sets of similar 0h intensity.

To define our variability measure we first re-define the area formula from above to eliminate the *min* operation, since that causes some probe sets to artificially have no variability associated with them. The re-defined formula for a probe set *g* whose expression is denoted as *garea*'_*R*is

Our variability measure associated with a probe set will be a function of the average of the 0h probe set intensities in the two replicates. To do this first we define the quantity

where is the probe set for which the quantityis the *i*th largest among all probe sets we consider for this variability estimation (in case of ties probe sets with larger *vi*values go first). We considered all probe sets except for six outliers.

We next define a function *W* that computes for a ranking *j* based on average 0h signal intensity the average of all *vi* values within 500 places of it in either direction (fewer values are used in the average at the extreme ends), that is

Where *N* is the total number of probe sets being considered. While this function generally decreases (see Figure 2), to ensure that this function decreases monotonically we define a function *V* as

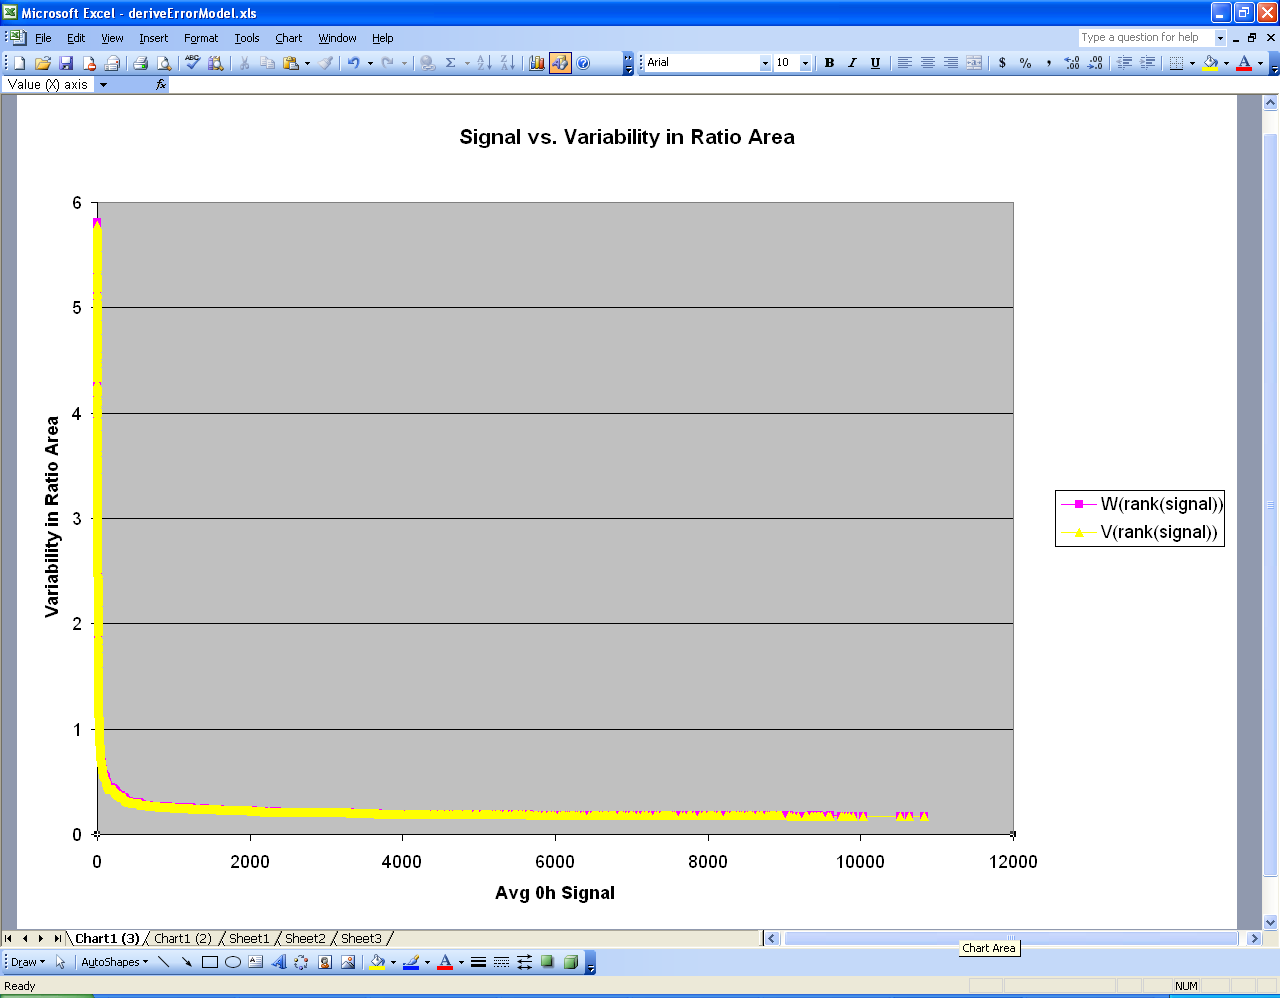

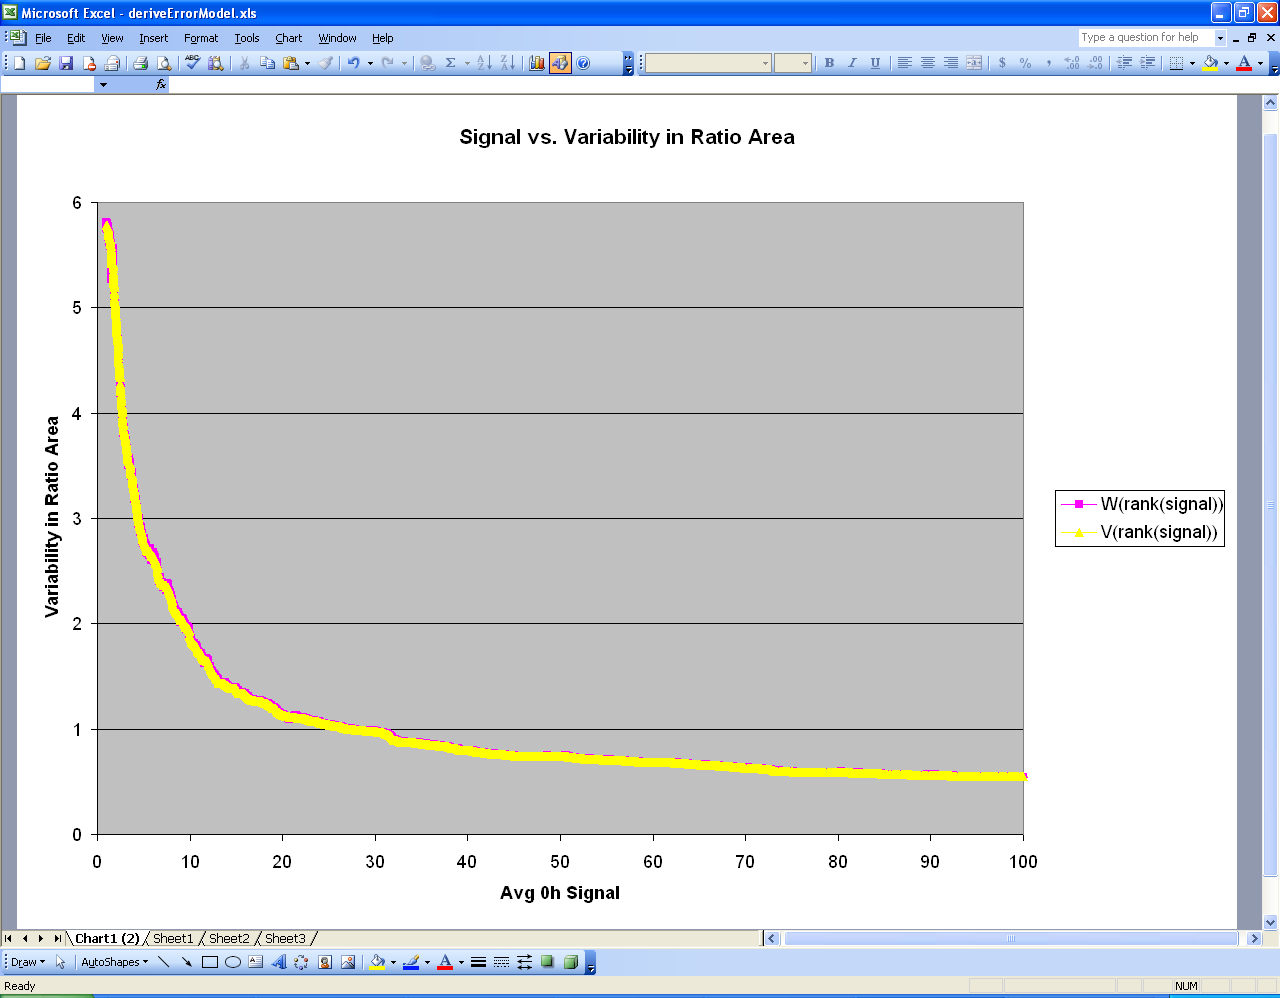

Figure S2: The x-axis is the average signal intensity of the 0h time point. The y-axis is our variability measure. The pink line represents our function *W*, the yellow line represents the montonically decreasing adjustment, *V*. The image on left shows the entire range of avg 0h signal intensity, while the image on right zooms on signal intensity less than 100.

Finally we are able to define the score of a probe set as

where

and *rank*(*x*) is the maximum index *j* such that this expression is minimized

Supplemental References

1. Li C, Wong WH. Model-based analysis of oligonucleotide arrays: expression index computation and outlier detection. Proc Natl Acad Sci U S A. 2001;98:31-36.

2. Bolstad BM, Irizarry RA, Astrand M, Speed TP. A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics. 2003;19:185-193.

3. Hubbell E, Liu WM, Mei R. Robust estimators for expression analysis. Bioinformatics. 2002;18:1585-1592.

How the deposited data were processed for this re-analysis (not part of the article)

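RNA of 32Dcl3 mouse myeloblasts was measured on 10 Affymetrix mouse 430A 2.0 arrays: in each of 2 experiments a 0 h sample and samples taken 2 h and 4 h after the addition of high (1 ng/ml) or low IL-3 (0.01 ng/ml), with transcription blocked by actinomycin D. The sample labels give these doses as 1000 and 10 pg/ml. The value table deposited by the authors holds intensity values on a linear scale for 22690 probe sets, normalized together with dChip at its default settings; the version of dChip is not given in the sources used here. The values are of 1-colour arrays, are not centred and are no ratios, so that no direction had to be settled. The median intensities were 70.6 and 58.7 at 0 h in experiments 1 and 2, 59.0 and 49.4 at 2 h in high IL-3, 53.2 and 48.9 at 4 h in high IL-3, 59.2 and 50.8 at 2 h in low IL-3, and 52.3 and 48.8 at 4 h in low IL-3. The number of arrays, 2 per group, limits the precision.

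Probe sets were named through the platform annotation, with symbols updated through the gene IDs of an NCBI RefSeq gene table (assembly GRCm38.p6) for 20364 probe sets; 20393 probe sets name 1 gene, 691 several and 1606 none, and none was named from those with several. The g_area and g_score followed the study's supplemental methods: ratios to the 0 h array of the same experiment, high IL-3 ratios above 1 set to 1, the signed area between the curves averaged over both experiments, and division by a variability taken over 500 places on either side in 0 h signal and made to decrease steadily with that signal. The study leaves out 6 outliers here; the paper's text does not name them, and the 6 largest differences were taken. Half-lives are ln 2 over the slope of ln(ratio to 0 h) through 0 h, per experiment. Tests used limma 3.58.1 in R 4.3.3 on log2(intensity + 16) for the 11856 probe sets with a mean over the 10 arrays of at least 50, in a single fit of the 5 groups with the experiment as a block and eBayes with a trend on signal, and the Benjamini-Hochberg threshold was 0.05. The block follows the design, since the 5 arrays of an experiment come from 1 divided culture and the study takes its ratios within an experiment; arrays of the same experiment deviated together from their group means, with correlations of 0.762 to 0.887 between groups.

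The 25 gene lists, written from general knowledge or as symbol patterns, were: transcripts of the study's Northern blots (chosen by the study on these samples, except for Cdkn1a), G1/S, G2/M, RNA processing, ribosome biogenesis, ARE-binding proteins and mRNA decay factors, immediate early transcripts, cytokines with AREs, JAK/STAT5 targets, MEK/ERK feedback regulators, p53 targets, apoptosis regulators, ATF4 targets, cholesterol synthesis, C2H2 zinc finger genes, ribosomal proteins, the respiratory chain, the proteasome, glycolysis and control genes, granule and granulocytic differentiation genes, mast cell and basophil, macrophage, lymphoid, and erythroid and megakaryocyte markers, and cytokine receptor subunits. Of the 25, 24 were tested with limma's camera (correlation between genes preset at 0.01, 1 probe set per gene with the highest mean, 6792 genes). The lymphoid list, with 1 measured gene, was not. All 25 were tested with a one-sided Fisher's exact test of members among genes with a probe set in the top 1000 by g_score, against all 12394 genes. The genes named are those the paper names for the array experiment, the genes of the 15 probe sets with the highest g_score, up to 10 largest rises and falls among probe sets that passed and had the same sign in all pairs, up to 4 members of each list with the smallest p in the direction described and up to 2 against it, and Bcl2l11, Il3ra, Csf2rb and Csf2rb2. The paper's tables, with the ranks of the first 8.81% of its probe sets, were seen before this rule was written. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

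The steps were tested on simulated data: with 200 of 11856 probe sets changed in each of 5 runs of the comparison of high with low IL-3, limma recovered 83.6% of those changed by a log2 of 0.8 either way, 35.2% of those raised by 0.4 and 31.2% of those lowered by 0.4, and 5.19% of its calls were false. In the set test, a simulated list with changed genes had an unadjusted p under 0.05 in 5 of the 5 runs, and a list without changes in 1. For the change to 4 h in high IL-3, the estimated correlation between genes was 0.262 for G2/M and 0.431 for ribosomal protein genes. No conclusion on lists with such correlation is drawn from these runs. The g_score ranking placed 96.4% of stabilized probe sets with a half-life under 4 h in its top. These were 110 of 200 stabilized probe sets among 5000 simulated ones. The alternatives were other pseudocounts (1 and 64), no filter or a filter at a mean intensity of 200, scaling to a common 75th percentile or to Gapdh, quantile normalization, no block, no variance trend, each array or experiment left out, other limits on ratios, other windows of the variability (200 places) and an estimated correlation between genes. Scaling to the ribosomal protein probe sets, other definitions of the share of the top 1000 and the set tests with an array left out were added after seeing the data. The exchange of labels and the test of dim against bright probe sets were also added then. The search of 3' UTRs for AU-rich elements was not run because no genome was used here, and Tables S1, S2 and S4, which were held only in part, entered no test of overlap. The Northern blots and the Abl, inhibitor and G-CSF experiments of the paper were not analysed here.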

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

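In this part, the exchange of labels, the scaling to ribosomal protein probe sets and the test of dim against bright probe sets were chosen only after the result was seen, and the test of dim against bright replaced one that chose and measured genes on the same arrays. Norad and Thrap3, which the paper does not discuss, were lower in high than in low IL-3, by log2 differences of -0.34 (SE 0.06, adjusted p = 0.018 from limma, 0 of 4 pairs of arrays higher) and -0.86 (SE 0.11, adjusted p = 0.0012). Norad lost its call without the variance trend (0.16), with no filter on signal (0.063), with the 75th percentile scaling (0.066), without the experiment as a block (1), and without the high IL-3 4 h array of experiment 1 (0.059) or 2 (0.11), the low IL-3 2 h array of experiment 1 (0.060) or 2 (0.17) or the low IL-3 4 h array of experiment 1 (0.15) or 2 (0.062), over a range of 0.011 to 1. The other probe set of Norad had a log2 difference of -0.06 (adjusted p = 0.96), and the others of Thrap3 had -0.02 and 0.27, and none of these passed.

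Outside the genes of Table 1, 64 genes were higher in high IL-3, among them Hbegf, Gch1 and Il4; the count of probe sets higher in high IL-3, 82, was 0 without the experiment as a block (162 at an unadjusted p under 0.05 from limma), 12 without the variance trend and, at the lowest with 1 array left out, 19 without the low IL-3 4 h array of experiment 1. Of 8 distinct exchanges of the high and low labels within pairs of arrays, 1, the real one, called as many probe sets; it called 84 and the highest of the others called 0, and 8 exchanges are too few for a share under 0.05.

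Although transcription was blocked, 1819 of 11856 probe sets were higher at 4 h than at 0 h in low IL-3 and 1147 in high IL-3 by limma, against 4535 and 4201 that were lower. Whether the scaling of whole arrays accounts for the rises stays open: scaling to the ribosomal protein probe sets, with 1892 rises in low IL-3, left the median log2 change of all probe sets at -0.12 and decides nothing, and the other scalings gave 1849 (Gapdh), 4807 (quantile) and 5836 (75th percentile); with them 4584, 4311, 3157 and 2854 were lower in that order, and in high IL-3 rises and falls were 1304 and 4136, 1381 and 3772, 4696 and 2861, and 5922 and 2617. Dim probe sets that do not follow their message stay open too: of 688 genes with a dim probe set and one at least 4 times brighter, the 170 whose dim one had the highest change in experiment 1 had median log2 changes in experiment 2 of 0.62 for the dim and 0.17 for the bright ones, and the 170 chosen likewise in experiment 2 had 0.36 and -0.05 in experiment 1, a ratio of bright to dim of 0.273 at most, but the dim ones of all 688 genes also lay above the bright ones (0.20 against -0.15 and 0.02 against -0.31), and relative to these medians, a comparison added after the ratio of 0.273 was seen, the ratios were 0.739 and 0.745. From the dimmest to the brightest of 5 bins of mean signal, 13.3%, 16.7%, 18.2%, 15.4% and 13.1% of the probe sets rose, with median log2 changes of 0.63, 0.61, 0.57, 0.47 and 0.29 among those that did. A loss of total message that the normalization turns into rises of stable transcripts, RNA made before the block took full effect, and the count's dependence on the 0 h array of experiment 2 (837 without it in low and 366 in high IL-3), the low IL-3 4 h array of experiment 2 (718 in low IL-3) and the high IL-3 4 h arrays of experiments 1 and 2 (693 and 425 in high IL-3) stay open, and no biological explanation was tested.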

How the results depend on the processing

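In this part, the scaling to ribosomal protein probe sets, the shares by g_area and by summed g_score and the set tests with an array left out were chosen only after the result was seen. The 82 probe sets higher in high IL-3 became 22 with no filter on signal, 54 with a filter at 200, 12 without the variance trend, 0 without the experiment as a block (162 at an unadjusted p under 0.05 from limma) and 19 to 152 with an array left out. The 2 lower became 1 with no filter, the 75th percentile scaling or no variance trend, 0 without the block and 2 to 7 with an array left out. At 2 h, 7 became 2 with no filter, the 75th percentile or the quantile scaling, 18 with Gapdh, 12 with ribosomal protein scaling, 1 without the variance trend, 0 without the block (limma; 868 in the fit with it at an unadjusted p under 0.05), 0 from the 4 arrays of that time alone and 2 to 233 with an array left out. At 4 h, 48 became 17 with a pseudocount of 64, 7 with no filter, 20 with the 75th percentile and 29 with the quantile scaling, 3 without the variance trend, 0 without the block, 183 from the 4 arrays of that time alone and 4 to 68 with an array left out. The difference of the IL-3 effect between 4 h and 2 h called 0 by limma (684 at an unadjusted p under 0.05), 1 with a filter at 200, 2 with Gapdh or ribosomal protein scaling and 0 to 147 with an array left out, the last without the high IL-3 2 h array of experiment 2. Falls to 4 h numbered 4535 in low and 4201 in high IL-3, and 2970 and 2732 with a filter at 200, 2854 and 2617 with the 75th percentile scaling and 2148 and 1804 without the block. The 1819 rises in low IL-3 became 5836 with the 75th percentile and 4807 with the quantile scaling, 148 without the block and 718 to 2003 with an array left out, and the 1147 in high IL-3 became 738 with a filter at 200, 5922, 4696, 38 and 366 to 1292. Of 8 lists that passed the set test, 0 did with an estimated correlation, 5 with the 75th percentile scaling and 4 to 9 with an array left out. The 8 include the transcripts of the Northern blots, which the study chose on these samples except for Cdkn1a. The 5290 positive probe sets became 10457 with no limit on ratios, 9042 with the limit on both curves and 3001 with the 75th percentile scaling. The share of 33.9% in the top 1000 became 27.5% and 20.0% with these limits, 45.8% with a pseudocount of 16 before ratios, 53.2% with the 75th percentile and 36.0% with the quantile scaling, 58.5% over probe sets with a mean of at least 50, 50.3% ranked by g_area, 50.9% of summed g_score and 25.5% to 26.4% with an experiment left out. The rank of Cdkn1a of 14 became 80 with no limit on ratios. Under this setting the best ranks of the other transcripts of Table 1 also moved down. They went from 2 to 30 for Pik3cd, 4 to 45 for Il6, 13 to 76 for Zfp36l1 and 40 to 201 for Zfp36l2. For Myb the rank went from 56 to 254, for Pim1 from 102 to 457 and for Cited2 from 285 to 1003. The 0 h share of 0.229 and 0.219 became 0.183 and 0.190 with the 75th percentile and 0.204 and 0.206 with the quantile scaling. Fewer probe sets are tested with the filter at 200; for the other changes the cause was not tested. Among single genes and lists under the alternatives, 4487 results stayed on their side of the threshold or, for half-lives and ranks, did not move by more than the spread. They include results that passed under neither setting, whose direction may have changed. Of the others, 191 lost a call, 39 gained a call and 119 half-lives or ranks moved by more than the spread, and no called result changed sign. Of 33 named probe sets called between the doses, 33 lost their call without the block, 23 without the variance trend and 17 with no filter on signal. The search for AU-rich elements was not run. Dim probe sets may limit the ranking at its low end. The probe set with the lowest g_score had an intensity of 1 on 9 of the 10 arrays, and whether others at that end are as dim was not tested.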

Differences from the paper's values

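The paper gives the share of the summed positive g_area held by the top 1000 probe sets as 53%, and the recomputed share was 33.9%. Of the alternatives set before the data were examined, the share lay within 1.5 times the paper's with a pseudocount of 16 added before the ratios (45.8%), with the arrays scaled to a common 75th percentile (53.2%), with quantile normalization (36.0%) and over probe sets with a mean intensity of at least 50 (58.5%). It did not with no limit on ratios above 1 (27.5%), the limit on both curves (20.0%), Gapdh scaling (34.2%), without experiment 1 (26.4%) or 2 (25.5%), or with the other forms of the variability (33.6% to 33.9%). Ranking by g_area gave 50.3% and summing g_score in place of g_area gave 50.9%, and both were chosen after seeing the values. The count of 5290 positive probe sets equals the paper's.

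The paper lists Myb, Pim1 and Cited2 among transcripts stabilized by IL-3 in its rankings and Northern blots. On the arrays their best probe sets had log2 differences of 0.32, 0.48 and 0.62, and none passed limma (adjusted p = 0.63, 0.074 and 0.13). Pim1 passed with Gapdh scaling (0.041) and without the 0 h array of experiment 1 (0.0069) or 2 (0.0070), Cited2 without the 0 h array of experiment 1 (0.045) or 2 (0.043) or the high IL-3 2 h array of experiment 2 (0.039), and Myb without the high IL-3 2 h array of experiment 2 (0.0065), over ranges of 0.0069 to 1, 0.039 to 1 and 0.0065 to 1. The other 5 transcripts of Table 1 passed. Of these, Cdkn1a, Zfp36l1 and Zfp36l2 did not pass without the variance trend, and Zfp36l2 did not with no filter on signal. None of the 5 passed without the experiment as a block.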

Other observations

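In this part, the exchange of labels and the set tests with an array left out were chosen only after the result was seen. Transcripts of signalling targets decayed at both doses of IL-3. Of 15 measured JAK/STAT5 targets, 12 fell from 0 h to 4 h in low IL-3 and 0 rose by limma, with a median log2 change of -1.25 relative to all genes and -2.31 for Cish, a feedback inhibitor of cytokine signalling. Of 12 MEK/ERK feedback regulators, 11 fell and 0 rose, with a median of -1.26 and -3.58 for the ERK phosphatase Dusp6. Both lists lay towards lower values in limma's camera set test (adjusted p = 2.5e-04 and 4.5e-04), and not with an estimated correlation between genes (adjusted p = 0.44 for each). In high IL-3, 12 JAK/STAT5 targets and 9 MEK/ERK feedback regulators fell and 0 rose, and with the arrays scaled to a common 75th percentile 11 and 8 fell at either dose, while 2 JAK/STAT5 targets rose in low and 3 in high IL-3. Among 20 granule and granulocytic differentiation genes, 7 fell and 6 rose in low IL-3, and 7 fell and 1 rose in high IL-3, a difference that was not tested as such. Among those that fell were the transcription factors Cebpa (-3.43), Cebpb (-3.27), Gfi1 (-2.71) and Cebpd (-2.61), and among those that rose the granule proteins Ltf (1.01) and Mpo (0.67), as log2 changes in low IL-3 relative to all genes; the 6 became 1 without the 0 h array and 2 without the low IL-3 4 h array of experiment 2, the 1 in high IL-3 became 0 without the 0 h array of experiment 2 or the high IL-3 4 h array of experiment 1 or 2, 2 without the high IL-3 2 h array of experiment 1 or 2 and 3 without the 0 h array of experiment 1, and with the 75th percentile scaling 5 fell and 13 rose in low and 5 and 12 in high IL-3. Of 45 G1/S genes, 32 fell in low IL-3 and 1 rose (0 without the 0 h array of experiment 1 or 2 or the low IL-3 4 h array of experiment 2), with a median of -0.36, and 31 fell and 0 rose in high IL-3; with the 75th percentile scaling 19 fell and 12 rose in low and 18 and 9 in high IL-3.

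Between the doses of IL-3, 2 of 22 measured p53 targets, Cdkn1a and Gadd45a, were higher in high IL-3 by limma and 0 lower (3 higher when adjusted over the list alone; 1 without the low IL-3 4 h array of experiment 1 or 2), and Mdm2, which targets p53 for degradation, had a log2 difference of 0.32 (adjusted p = 0.13). Both Cdkn1a and Gadd45a lost their calls without the variance trend and without the experiment as a block, and Gadd45a also with no filter on signal. In the top 1000 by g_score were 6 of 29 p53 targets (adjusted p = 0.033, Fisher's exact test, one-sided). This adjusted p was 0.13 against the genes with a mean 0 h intensity of at least 50 and 0.23 with no limit on ratios. The numbers were 4 of 17 genes of cholesterol synthesis (0.058), 4 of 18 JAK/STAT5 targets (0.063; 5 from experiment 1 alone, 0.013, over a range of 0.013 to 0.27), 4 of 30 apoptosis regulators (0.26; 8 from experiment 1 alone, 0.0019, over 0.0019 to 0.69) and 2 of 38 proteasome genes (0.98; 9 with no limit on ratios, 0.0038, over 0.0038 to 1). Of 72 respiratory chain genes, 0 were higher and 0 lower by limma (3 at an unadjusted p under 0.05, 0 adjusted over the list alone), with a median log2 difference of -0.03, and of 40 ribosomal protein genes 0 passed either way (1 at an unadjusted p under 0.05, 0 over the list alone). The ribosomal protein list passed limma's camera set test towards lower values (adjusted p = 0.039, and 0.84 with an estimated correlation), and not with the 75th percentile (0.15), quantile (0.80) or Gapdh (0.36) scaling or without the high IL-3 2 h (0.59), high IL-3 4 h (0.55), low IL-3 2 h (0.35) or low IL-3 4 h array (0.089) of experiment 2, over a range of 5.3e-05 to 0.84. The brightest probe sets of 26 ATF4 targets gave 0 calls by limma (4 at an unadjusted p under 0.05, 2 higher adjusted over the list alone), with 0.56 for Ppp1r15a, a phosphatase subunit of the stress response (adjusted p = 0.11), and 0.34 for Atf4 itself (adjusted p = 0.11), and the count became 2 without the 0 h array of experiment 1 or 2 and 1 without the high IL-3 2 h array of experiment 1. Another Atf4 probe set, looked up after the values were seen, passed at 0.48 (SE 0.09, adjusted p = 0.018, 4 of 4 pairs), and not with no filter on signal (0.13), with the 75th percentile (0.16) or quantile (0.060) scaling, without the variance trend (0.21) or the block (1), or without the high IL-3 2 h array of experiment 1 (0.058), the high IL-3 4 h array of experiment 1 (0.054) or 2 (0.077) or the low IL-3 4 h array of experiment 2 (0.12), over a range of 9.9e-04 to 1. By the brightest probe set of each gene, the 15 JAK/STAT5 targets gave 0 calls (3 at an unadjusted p under 0.05, 2 higher over the list alone; 1 without the 0 h array of experiment 1 or 2), the 17 genes of cholesterol synthesis 0 (4 at an unadjusted p under 0.05, 2 higher over the list alone; 1 without the high IL-3 2 h array of experiment 2), and the 38 proteasome genes 0 (3 at an unadjusted p under 0.05, 1 higher over the list alone; 1 without the 0 h or the high IL-3 2 h array of experiment 2). Fdft1, the squalene synthase of the cholesterol list, had 0.49 by its brightest probe set (adjusted p = 0.18), and 2 others, looked up after the values were seen, had -0.25 (0.74) and 0.56 (SE 0.11, adjusted p = 0.030, 4 of 4 pairs). The last passed, and did not with no filter on signal (0.14), without the variance trend (0.088) or the block (1), or without the high IL-3 2 h array of experiment 1 (0.12), the high IL-3 4 h array of experiment 1 (0.073) or 2 (0.15), the low IL-3 2 h array of experiment 1 (0.061) or 2 (0.20) or the low IL-3 4 h array of experiment 1 (0.24), over a range of 0.017 to 1. The proteasome list passed limma's camera set test towards higher values (adjusted p = 0.0497, and 0.84 with an estimated correlation), and not with the 75th percentile scaling (0.15) or without the high IL-3 2 h array (0.41), the low IL-3 2 h array (0.11) or the low IL-3 4 h array of experiment 1 (0.077), or the high IL-3 4 h (0.26), low IL-3 2 h (0.078) or low IL-3 4 h array of experiment 2 (0.075). The set test did not pass for ATF4 targets (adjusted p = 0.085; 0.045 with Gapdh scaling, 0.047 without the 0 h array of experiment 1 or 2, 0.041 without the high IL-3 4 h array of experiment 2 and 0.046 without the low IL-3 2 h array of experiment 1), JAK/STAT5 targets (0.59), p53 targets (0.37), cholesterol synthesis (0.65), MEK/ERK feedback regulators (0.75), apoptosis regulators (0.72), zinc finger genes (0.21), granule genes (0.37), mast cell and basophil markers (0.12; 0.046 without the block, 0.046 without the low IL-3 2 h array of experiment 1 and 0.047 without the low IL-3 4 h array of experiment 2), macrophage markers (0.72), erythroid and megakaryocyte markers (0.59) or cytokine receptor subunits (0.97). Of these lists, 6 measured mast cell and basophil markers had 1 gene higher, Il4 (1 over the list alone), and by the brightest probe set of each gene 0 calls were made by limma either way among 12 MEK/ERK feedback regulators, 26 apoptosis regulators, 75 zinc finger genes, 20 granule genes, 4 macrophage markers, 4 erythroid and megakaryocyte markers and 4 receptor subunits, with 1, 2, 5, 1, 0, 0 and 0 at an unadjusted p under 0.05 and 0 over each list alone. Of the apoptosis regulators, Xiap had -0.24 by its brightest probe set (adjusted p = 0.26) and was higher in high IL-3 by a dimmer one, at 1.09 (adjusted p = 8.8e-04). Of 14 lymphoid markers, 0 were in the top 1000 (adjusted p = 1, Fisher's exact test, one-sided), and 1, Thy1, looked up after its values were seen, was bright enough for limma, too few for a set test; its log2 difference was -0.20 (adjusted p = 0.76). The median, mean and test of a list differed in sign for ARE-binding proteins, apoptosis regulators, cholesterol synthesis and control genes.

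Whether the count of probe sets with a positive g_area comes from measurement noise stays open. With the labels of all 4 pairs exchanged it was 5320, against 5290 with the real labels. The normalization left a median log2 difference between the doses of -0.01, which gives like counts under real and exchanged labels with or without real differences. With the labels of 2 of the 4 pairs exchanged, in 6 ways, 0 probe sets reached the g_score of rank 15, 0 to 11 that of rank 100, 1 to 40 that of rank 250 and 100 to 399 that of rank 1000; with 1 pair exchanged, which leaves 3 with their real labels, the highest numbers were 1, 27, 92 and 670. Among the probe sets with a mean intensity of at least 50, 1165 were higher in high IL-3 in all 4 pairs and 890 lower, where chance gives 741 for either, and among all 22690 probe sets 1615 were higher and 1814 lower, where chance gives 1418. These chance values take the 4 pairs as independent, although the pairs of an experiment come from 1 divided culture, so that no conclusion is drawn from them.

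Across the 11856 probe sets, which are not independent replicates, transcripts that fell further from 0 h to low IL-3 in one experiment had higher ratios of high to low IL-3 in the other, with Spearman correlations of -0.299 and -0.317 for the 2 ways of taking the experiments, and of -0.288 and -0.307 without the probe sets that passed limma. The tables argue against the brightness of the probe set, since the correlation nearest to 0 in any of 5 bins of mean signal was -0.211. They argue against the distribution of signals between arrays, since it was -0.280 after quantile normalization. They also argue against a gradient held by a single pair of cultures alone, since the 4 pairs gave -0.311, -0.135, -0.125 and -0.326. The pairs differed in size, with 95% intervals of -0.329 to -0.295 at 2 h and -0.156 to -0.116 at 4 h for the ratios of experiment 2. Whether differences in some pairs of cultures carry part of the gradient therefore stays open. The gradient was shallow: the tenth of probe sets that fell furthest had median log2 differences of 0.04 and 0.11 and the tenth that fell least had -0.10 and -0.04. A slower decay of labile transcripts in general in high IL-3 and a difference in handling or sampling time between the doses that was alike in both experiments, which would move labile transcripts in the same way, both stay open, and no test told them apart.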
